# The Selective Activation of p53 Target Genes Regulated by SMYD2 in BIX-01294 Induced Autophagy-Related Cell Death

**DOI:** 10.1371/journal.pone.0116782

**Published:** 2015-01-06

**Authors:** Jia-Dong Fan, Pin-Ji Lei, Jun-Yi Zheng, Xiang Wang, Shangze Li, Huan Liu, Yi-Lei He, Zhao-Ning Wang, Gang Wei, Xiaodong Zhang, Lian-Yun Li, Min Wu

## Abstract

Transcription regulation emerged to be one of the key mechanisms in regulating autophagy. Inhibitors of H3K9 methylation activates the expression of LC3B, as well as other autophagy-related genes, and promotes autophagy process. However, the detailed mechanisms of autophagy regulated by nuclear factors remain elusive. In this study, we performed a drug screen of SMYD2^-/-^ cells and discovered that SMYD2 deficiency enhanced the cell death induced by BIX01294, an inhibitor of histone H3K9 methylation. BIX-01294 induces accumulation of LC3 II and autophagy-related cell death, but not caspase-dependent apoptosis. We profiled the global gene expression pattern after treatment with BIX-01294, in comparison with rapamycin. BIX-01294 selectively activates the downstream genes of p53 signaling, such as p21 and DOR, but not PUMA, a typical p53 target gene inducing apoptosis. BIX-01294 also induces other autophagy-related genes, such as ATG4A and ATG9A. SMYD2 is a methyltransferase for p53 and regulates its transcription activity. Its deficiency enhances the BIX-01294-induced autophagy-related cell death through transcriptionally promoting the expression of p53 target genes. Taken together, our data suggest BIX-01294 induces autophagy-related cell death and selectively activates p53 target genes, which is repressed by SMYD2 methyltransferase.

## Introduction

Protein methylation on histones is initially well demonstrated in transcription regulation and chromatin structure [1, 2]. Later, methylation on non-histone proteins is also proved to be one of the key steps in regulating protein functions [3]. The protein methyltransferase family of SET and MYND domain containing proteins is of important functions in tumorigenesis and development processes [4]. These proteins contain an atypical SET domain, which is split into two parts by one MYND domain [4]. SMYD proteins exert their function by methylating proteins on lysines, among which SMYD2 (SET and MYND domain containing 2) is the mostly studied.

SMYD2 is initially identified as a methyltransferase for histone H3K36 and H3K4 [5, 6]. Till now, the SMYD2 target sites on chromatin are still not well demonstrated, however, since it mainly localizes in the cytoplasma, SMYD2 has important functions on non-histone proteins. Multiple proteins were identified as the substrates of SMYD2, such as p53 (tumor protein p53), Rb (retinoblastoma 1), HSP90 (heat shock protein 90kDa), PARP1 (poly (ADP-ribose) polymerase 1) and ESR1 (estrogen receptor 1) [7–11]. SMYD2 methylates p53 at Lys370 and represses p53 transcription activity [7]. Since p53 and Rb are among the most well-known tumor suppressor genes, SMYD2 is considered a potential oncogene. Several studies reported that SMYD2 is overexpressed in the tumor cells lines and patients’ tissues of some cancer types, including esophageal squamous cell carcinoma and acute lymphoblastic leukemia, which suggests SMYD2 as a potential drug target in these cancers [9, 12, 13].

The tissues with most abundant SMYD2 expression include heart, brain and muscle [14]. Surprising, SMYD2 deficiency in cardiomyocyte is dispensable for heart development [14]. Recently, one report proved SMYD2 represses p53 activity and cardiomyocyte apoptosis induced by cobalt chloride, which suggested SMYD2 as a regulatory protein in stress response [15].

In order to explore SMYD2’s novel physiological functions in other pathways, we carried out a functional drug screen in SMYD2 knockout cell line. We identified SMYD2 deficiency enhanced cell death induced by BIX-01294. BIX-01294 is the first inhibitor identified against histone H3K9 methyltransferase G9a and strongly impairs global histone H3K9 di- and trimethylation [16]. It is able to regulate differentiation and block cancer cell growth [17–20]. Recently, BIX-01294 was reported to be an autophagy inducer in multiple cell lines [21]. EHMT2/G9a (euchromatic histone-lysine N-methyltransferase 2) and H3K9 methylation were also shown to be involved in autophagy via mediating the transcription of key autophagy genes, such as LC3B [22, 23]. Autophagy is an important cellular process to recycle unwanted organelles, metabolic energy and metabolites in the time of starvation or other stress conditions [24–26]. Different from the classical pathway induced by starvation, a new mechanism driven by transcriptional factors in the nuclear, such as inhibition of histone H3K9 methylation, emerged to be critical in inducing autophagy [22]. However, the detailed mechanisms of autophagy induced by inhibition of H3K9 methylation remain elusive.

In this study, we further investigated the mechanisms of BIX-01294-induced autophagy by high throughput sequencing and found that SMYD2 regulates autophagy related cell death induced by BIX-01294, which is dependent on p53 and the transcription of its target genes.

## Materials and Methods

### Cell lines and reagents

U2OS cell line was purchased from Cell Bank of Chinese Academy of Science. HCT116 and U2OS cells were grown in DMEM (Invitrogen) supplemented with 10% fetal bovine serum (Hyclone) and 1x penicillin/streptomycin (HyClone) at 37°C with 5% CO_2_. Antibodies against LC3 II (Sigma), β-actin (Abclonal), p53 (CST) and caspase3 (CST) were purchased from indicated merchandiser. Rabbit anti-SMYD2 was raised in the lab.

### Generation of knockout cell line

The genetic SMYD2 knockout cell line derived from colorectal cancer cells HCT116 was generated as previously described [27, 28]. Briefly, the genomic DNA of HCT116 was extracted and the homologous arms of the target site were amplified and cloned into the pAAV-LoxP-Neo targeting vector. HEK 293 cells (1×10^5^) were transfected with the targeting construct and packaging vectors (pAAV-RC and pHelper) to generate recombinant adeno-associated viruses (rAAVs). Three days later, the cells were harvested and underwent freeze-thaw in liquid nitrogen three times. The supernatant was harvested as the rAAV stock. HCT 116 cells (1×10^5^) were infected with rAAV virus for 48h and were then split into a series of 96-well plates using limited dilution methods to obtain single clones. After 2 weeks of selection in G418-containing medium, the clones were screened by genomic PCR and positive clones were grown up. Then, the clones were infected with GFP-Cre Adenovirus to cut the resistant Neo gene. The infected cells were screened by PCR to screen for the correct heterozygous clones. Subsequently, the second round of gene targeting was performed as above to get the homozygous clones.

### Cell viability assay

Cell viability was performed by the MTT assay as previously described [29]. Briefly, cells were split at 5×10^3^ per well in 96-well plates. After 24 h of culture, cells were treated with varying concentrations of drugs for 48 or 72h. Following incubation of cells in each well with MTT (0.25μg) for 4h at 37°C, the medium with the formazan sediment was dissolved in 50% DMF and 30% SDS (pH4.7). The absorption was read at 570nm.

### Immunofluorescent staining

Cells were cultured on the cover slips and fixed with freezing methanol after washed twice in PBS. The cover slips were then washed three times by PBS and blocked in PBS with 1% BSA for 10min. The cover slips were hybridized with first and second antibodies for one hour, respectively. Then the slips were mounted with prolong anti-fade kit (Invitrogen) and observed with fluorescent microscopy.

### Cell cycle analysis with flow cytometry

After treated with BIX-01294 for 24h, cells were harvested after digestion with 0.05% Trypsin-EDTA. The cells were then washed twice with PBS and fixed in ice-cold 70% ethanol overnight. Fixed cells were washed twice with PBS and stained in PBS containing propidium iodide (PI, 50μg/mL) and RNase (100μg/mL) for 30min at 37°C. Cell cycle analysis was performed on an Epics XL-MCL flow cytometer (Beckman Coulter) with System II (version 3.0) software (Beckman Coulter). Additional analysis of cell cycle distribution was determined using Flowjo software.

### Reverse transcription and quantitative PCR

Cells were scraped down and collected by centrifugation. Total RNA was extracted with RNA extraction kit (Yuanpinghao) according to manufacturer’s manual. Approximately 1μg of total RNA was used for reverse transcription with a first strand cDNA synthesis kit (Toyobo). The amount of mRNA was assayed by quantitative PCR. β-actin was used to normalize the amount of each sample. Assays were repeated at least three times. Data shown were average values ± SD of one representative experiment. All primer and siRNA sequences are presented in Tables H and I in S1 File.

### Profiling of global gene expression

mRNA-seq library was performed by using Illumina TruSeq library construction kit. Using 5μg total RNA as initiation, and then prepared according to the manufacturer’s instruction. mRNA-seq libraries were sequenced using HiSeq2000 for 100bp paired-end sequencing. Quality control of mRNA-seq data was performed using Fatsqc, and then, low quality bases were trimmed. After quality control, data were mapped to hg19 genome reference by Tophat2 and allow maximum 2 mismatch [30]. Cufflinks was used to find out differential expression genes. Gene ontology analysis was performed using DAVID (http://david.abcc.ncifcrf.gov). The data have been uploaded to GEO database and can be found at the following URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ytkbseoivhcrpab&acc=GSE61255.

## Results

### Generation of SMYD2 deficient cell from HCT116 cell line

To study the functions of SMYD2, we generated SMYD2 knockout cell lines by homologous recombination in HCT116 cell line. The design is shown in Fig. 1A. Exon 2 in SMYD2 genes was partially deleted, which generated a shift of the open reading frame in the transcribed mRNA. Two successful clones were finally identified. The successful recombination in the both alleles of target gene were confirmed by genomic PCR (Fig. 1B), and the protein expression was confirmed by western blot (Fig. 1C).

**Figure 1:**
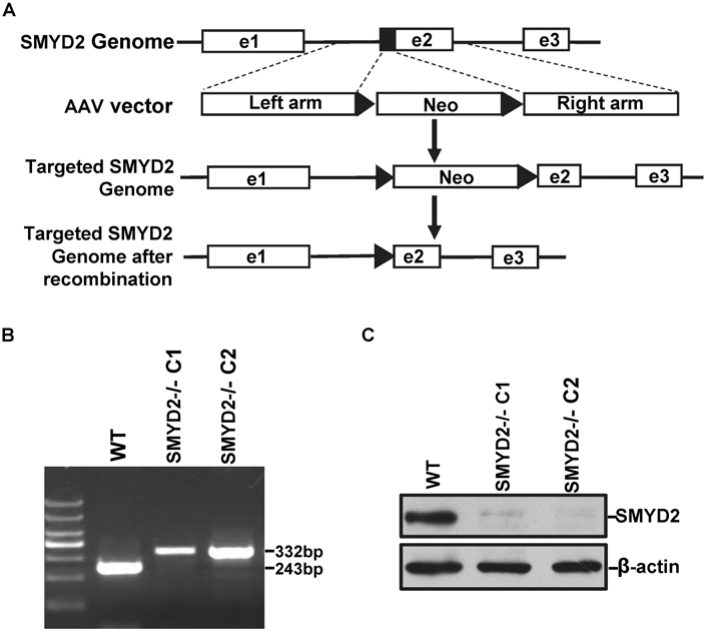
Generation of SMYD2 deficient cell in HCT116 cell line. **(A)** A sketch map of the strategy to generate SMYD2^-/-^ cell line by homologous recombination. **(B)** Genomic PCR was performed to identify SMYD2^+/+^ (243bp) and SMYD2^-/-^ cell lines (332bp) respectively. **(C)** Whole cell lysates of SMYD2^+/+^ and SMYD2^-/-^ cells were analyzed by immunoblotting with anti-SMYD2 and anti-β-actin antibodies.

### Drug screen in SMYD2 deficient cells

A drug screen was carried out with SMYD2^+/+^ and SMYD2^-/-^ cell lines. MTT assay was used to determine the cell viability after drug treatment as described in Materials and Methods. The drugs used in the screen and their related functions are shown in Table A in S1 File. Part of the screen results are shown in Fig. 2A. SMYD2 deficiency increases cell viability with 5-Fu and etoposide, while decreases cell viability with BIX-01294 (Fig. 2A). To further confirm our results, we knocked down SMYD2 in the parent HCT116 cells and treated them with BIX-01294 (Fig. 2B). The cells with SMYD2 knockdown is also more sensitive to BIX-01294 (Fig. 2B), which suggests our discovery in the drug screen was unlikely an artificial effect. 5-Fu and etoposide are classical chemotherapy drugs inducing DNA damage response pathway. Previous studies reported that SMYD2 knockdown enhances cell cycle arrest and apoptosis induced by DNA damage reagents. This is conflict with our results. After careful experiments, we found that SMYD2 knockdown could not repeat the results in SMYD2^-/-^ cell (data not shown). We then concluded that it does not reflect the real nature of SMYD2 in the cell. Then we focused on the roles of SMYD2 in BIX-01294 induced cell death.

**Figure 2:**
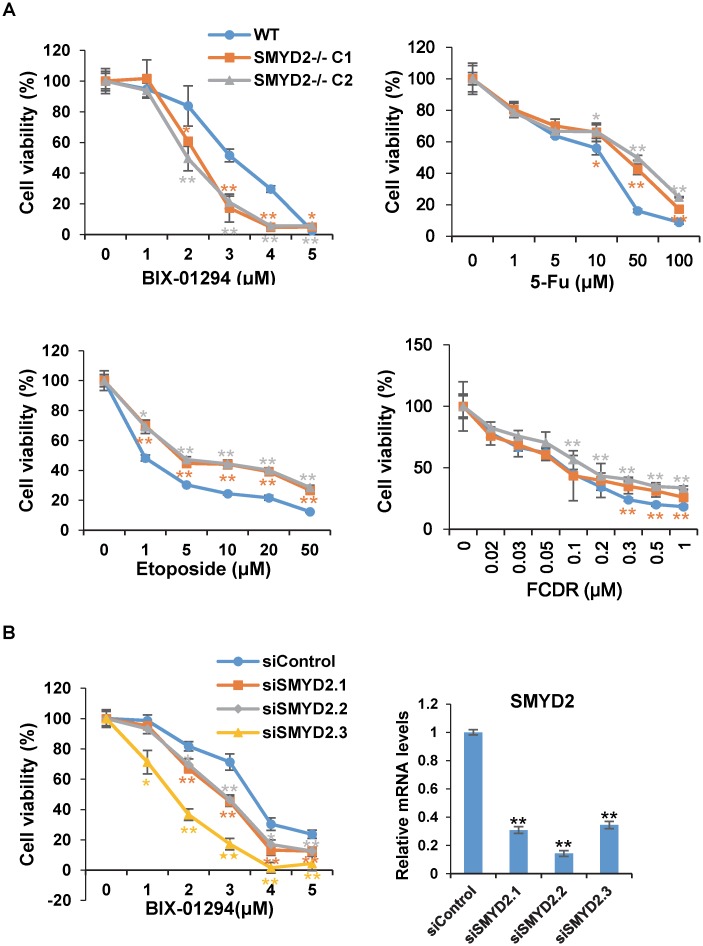
Drug screening of SMYD2^+/+^ and SMYD2^-/-^ cells. **(A)** SMYD2^+/+^ and SMYD2^-/-^ cells were treated with various concentrations of BIX-01294, 5-Fu, Etoposide, FCDR for 72h. Cell viability was measured by MTT assay. **(B)** HCT 116 cells were transfected with SMYD2 siRNAs for 48h, followed by BIX-01294 treatment for 24h. Cell viability was measured by MTT assay. The knockdown efficiency was measured by quantitative RT-PCR. Data are represented as mean ± SEM. P-values were calculated using Student’s t-test (*P < 0.05; ** P < 0.01).

### Induction of autophagy in HCT116 by BIX-01294

BIX-01294 is a strong inhibitor of histone H3K9 methylation. It is also a potent inducer of cell death at the concentration of 2–5μM (Fig. 2A&B). We firstly tried to determine whether BIX-01294 induces apoptosis in the cell. The cleaved CASP3 and PARP1 are hall markers for apoptosis. However, we could not detect any cleaved forms of the above proteins in multiple experiments. We also failed to detect apoptotic cells after BIX-01294 treatment with a commercial Annexing V kit with flow cytometry. These suggested that the cell death triggered by BIX-01294 is not caspase-dependent apoptosis.

Then we thought if BIX-01294 affect other events in determining cell fate. We analyzed the cell lysates with western bolt by using anti-LC3 antibody, a hall marker for autophagy. The results showed that LC3 II is formed after BIX-01294 treatment, which suggests autophagy was induced in the cell (Fig. 3A). The confocal images also showed that after transfection of GFP-LC3 and BIX-01294 treatment, the condensed LC3 II spots were observed in the cytoplasm compared the diffused distribution in the control sample, which is another hall marker for autophagy (Fig. 3B). Our data suggest that BIX-01294 induces autophagy in multiple cell lines, as well as non-apoptotic cell death. When we were preparing the manuscript, one group reported that BIX-01294 induces autophagy in multiple cell lines [21]. Our data perfectly matched theirs and came to the same conclusion.

**Figure 3:**
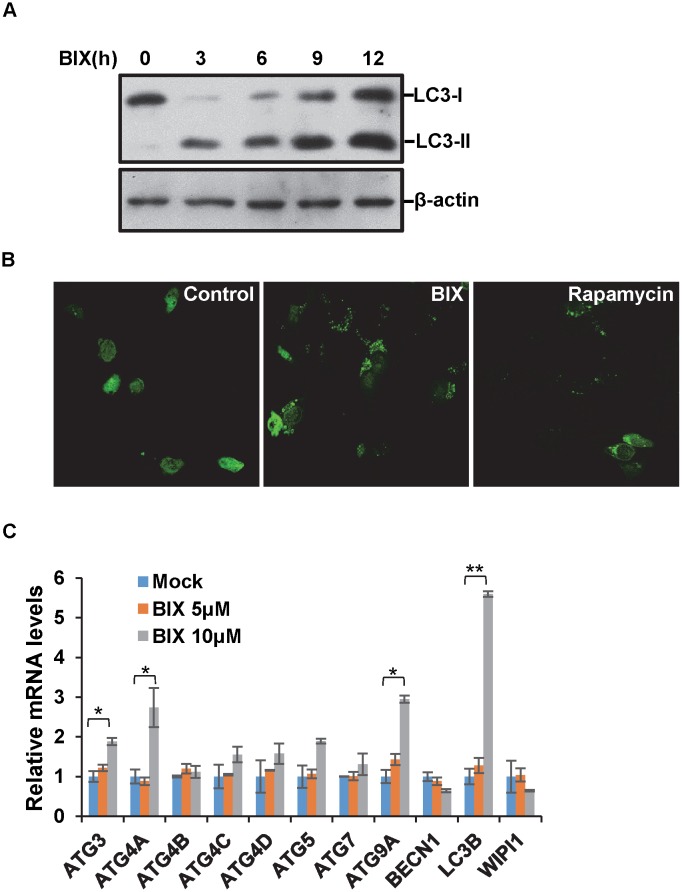
BIX-01294 induces autophagy in HCT 116 cells. **(A)** HCT116 cells were treated with 5μM BIX-01294 for the indicated time. Western blotting was performed using antibodies of LC3B and β-actin. **(B)** HCT116 were transfected with GFP-LC3, followed by 5μM BIX-01294 or 1μM rapamycin for 12h. Cells were examined with fluorescence microscopy. **(C)** HCT116 cells were treated with 5μM or 10μM BIX-01294 for 12h, the mRNA levels of genes involved in autophagy process were measured by quantitative RT-PCR.

Since BIX-01294 is an inhibitor to histone H3K9 methylation, we wonder if it induces autophagy by transcription regulation. We studied the mRNA level of several key genes in autophagy pathway. After BIX-01294 treatment, the expression of LC3B, ATG9A and ATG4A increased, but not ATG4B/C, ATG7, BECN1 and WIPI1 (Fig. 3C). These suggested the alteration of gene expression pattern induced by BIX-01294 plays important roles in autophagy. A recent study reported that inhibition of histone H3K9 methyltransferase G9a activates the expression of LC3B [23]. Our data confirmed their discovery and identified more autophagy-related genes involved in the process.

### SMYD2 does not regulate BIX-01294-induced autophagy

After determining that BIX-01294 induces autophagy in the cell, we asked whether SMYD2 regulates the autophagy process. Surprisingly, though SMYD2 deficiency enhances BIX-01294-induced cell death, it does not affect the formation of LC3 II (Fig. 4C). To further confirm the discovery, we observed the formation of LC3 II under microscope. When comparing wild type and SMYD2 deficient cells, we did not see obvious difference of either the percentage or the average numbers of cells with condensed LC3 II staining (Fig. 4A). The data suggested SMYD2 deficiency does not affect the autophagy process. Our data also showed that exogenous expressed SMYD2 does not co-localize with autophagic LC3 II (Fig. 4B). Moreover, SMYD2 knockout does not lead to caspase 3 cleavage under BIX-01294 treatment, which indicated that the cell death enhanced by SMYD2 deficiency is not apoptosis either (Fig. 4D). SMYD2 deficiency also does not significantly affect cell cycle with BIX-01294 treatment (Fig. 4E&F).

**Figure 4:**
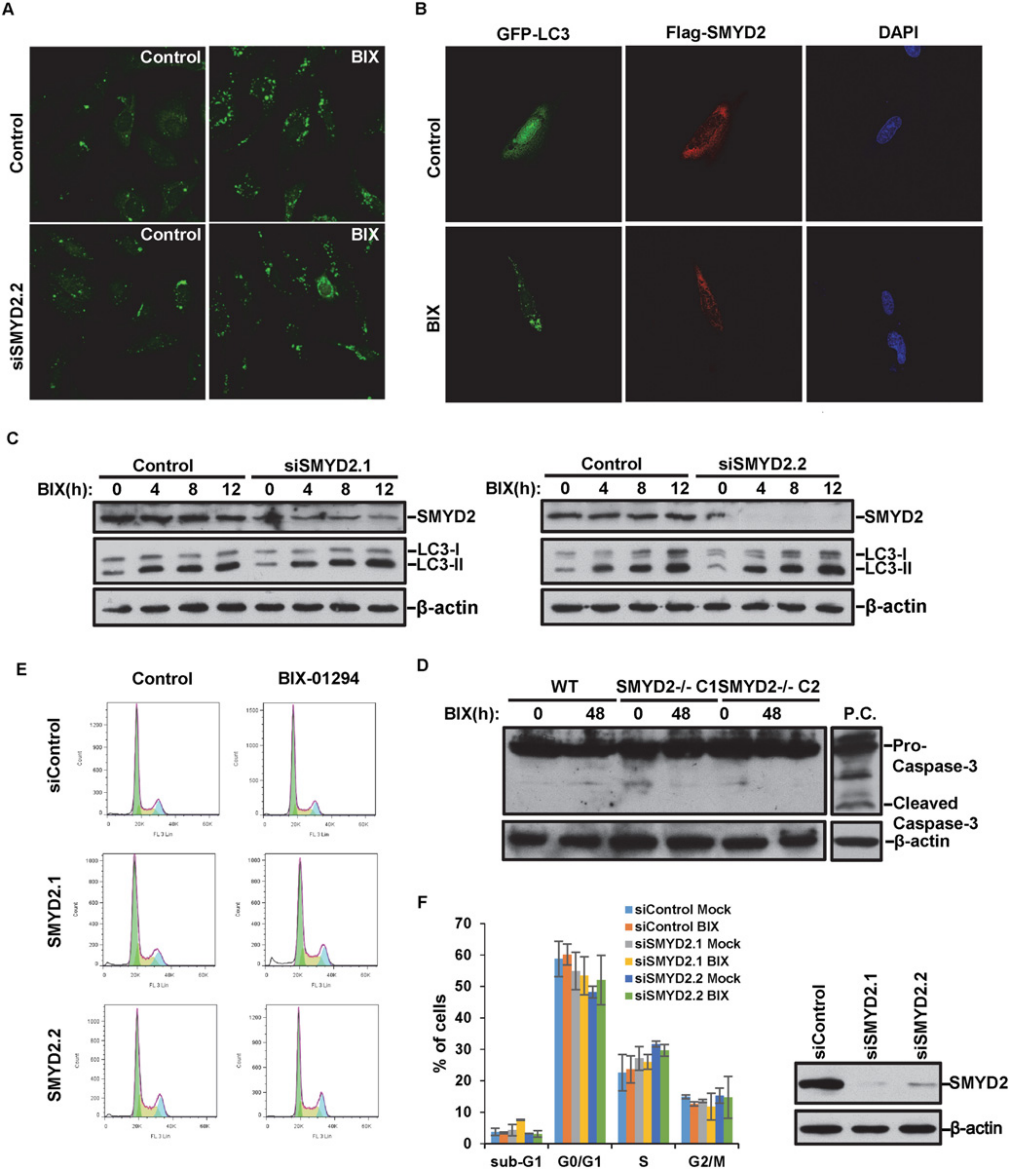
SMYD2 deficiency does not impair BIX-01294-induced autophagy process. **(A)** Cells were transfected with SMYD2 siRNA for 48h, followed by 5μM BIX-01294 for 4h. Cells were immunostained with anti-LC3 antibody for immunofluorescence analysis. **(B)** Cells were transfected with Flag-SMYD2 and GFP-LC3 plasmids. 24h later, cells were treated with 5μM BIX-01294 for 2h and then collected for fluorescence microscopy. **(C)** HCT116 cells were transfected with indicated SMYD2 siRNAs for 48h, followed by treatment with 5μM BIX-01294 for indicated times. Western blot analysis was performed using anti-SMYD2, anti-LC3, and anti-β-actin antibodies. Results shown are representatives of at least three independent experiments. **(D)** Whole cell lysates of SMYD2^+/+^ and SMYD2^-/-^ cells treated with 5μM BIX-01294 for 48h were analyzed by western blotting with anti-caspase3 and anti-β-actin antibodies. **(E)** HCT116 cells were transfected with SMYD2 siRNAs for 48h, and then treated with 5μM BIX-01294 for 24h. Cell cycle distribution was analyzed with flow cytometry. **(F)** The histogram (Left) and the western blotting of SMYD2 (right) of the cell cycle analysis in (E).

### BIX-01294 induces autophagy by different mechanisms compared with rapamycin

Our data suggested that BIX-01294 induce autophagy through transcription regulation (Fig. 3C). 

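HCT116 cells, a human colorectal carcinoma line with intact p53, carried control siRNA (siControl) or an siRNA against SMYD2 (siSMYD2.1), a lysine methyltransferase with p53 among its substrates. They received water (mock), BIX-01294, an inhibitor of the histone methyltransferase G9a, or rapamycin, an inhibitor of mTORC1. The knockdown was present in every treatment. SMYD2, on chromosome 1 of GRCh37 from 214454445 to 214510474, had FPKM of 15.1, 13.3 and 17.5 in siControl cells with mock, BIX-01294 and rapamycin, and 4.47, 3.85 and 2.58 in siSMYD2.1 cells. Its log2 change over the 3 treatments was -1.83 (standard error 0.20, adjusted p = 0.0087 from limma), lower in 3 of 3 treatments. No other member of the SMYD family among the 4 detected passed that test. TP53 itself had FPKM of 59.2, 43.3 and 71.1 in siControl and 78.8, 69.9 and 98.6 in siSMYD2.1 cells (log2 change 0.52, adjusted p = 0.11 from limma).
The values are taken as FPKM from the study's methods, as the files name no unit, and were made by the authors from mRNA libraries, with 1 library for each of the 6 conditions and 1 value per gene symbol. A change is the difference in log2(FPKM + 1), which understates the change of low genes, and a gene is called higher or lower from 1.5-fold with an FPKM of at least 1 in either library. With 1 library per condition this is a rule of size with no replicate check. Tests come from limma, fitted with drug and siRNA as additive terms to 12168 genes with a mean FPKM of at least 1, where the same drug in both siRNA backgrounds serves as repeat (2 residual degrees of freedom), and "rose" and "fell" are kept for genes with an adjusted p under 0.05 there. The number of reads per library is not given in the sources used here, and the steps between the values of low genes put depth at 0.74 of the siControl mock library with BIX-01294 and 1.17 with rapamycin in siControl cells, and at 0.99, 0.56 and 0.66 with mock, BIX-01294 and rapamycin in siSMYD2.1 cells. Changes followed the GC content of the transcripts, a property of the sequence: over 8411 genes, which are not independent replicates, Spearman's rho between change and GC content was -0.36 for BIX-01294 and -0.55 for rapamycin in siControl cells, -0.44 and 0.19 in siSMYD2.1 cells, and 0.34, 0.10 and 0.72 for siSMYD2.1 against siControl with mock, BIX-01294 and rapamycin.

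**Figure D1:**
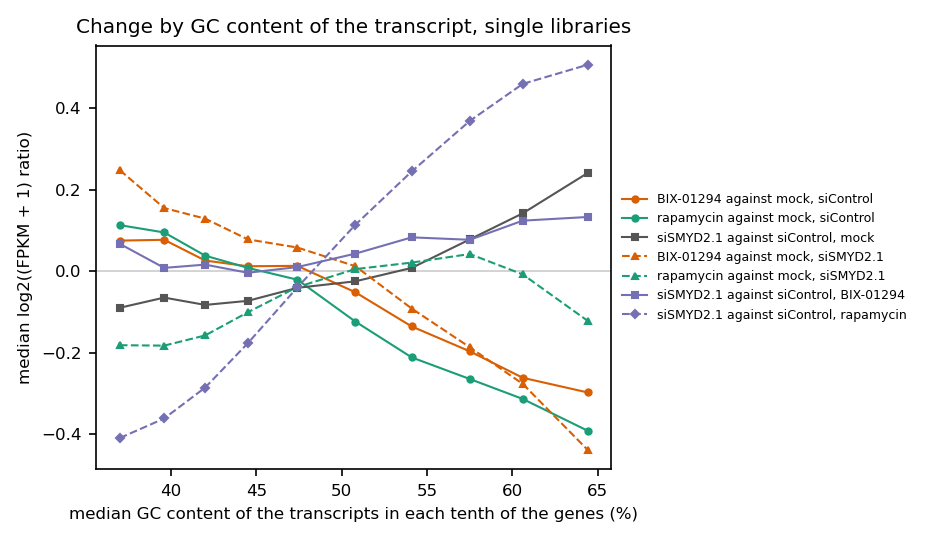
Median log2 change of genes (y axis) against the median GC content of their transcripts in percent (x axis), each point an equal share of the genes and 1 line per comparison of libraries. In siControl cells with rapamycin, the 2103 genes with the highest GC content had a median of -0.34 and the 2103 with the lowest 0.09, and for siSMYD2.1 against siControl with rapamycin the medians were 0.47 and -0.37.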

To further investigate the mechanisms of BIX-01294-induced autophagy, we compared the global gene expression profiles of BIX-01294 and rapamycin treatment, using high throughput mRNA sequencing. Before sample submission, we analyzed the cells by western blot to ensure the similar amount of LC3 II was induced by the above two drugs. BIX-01294 treatment changed the expression of 1950 genes (more than 1.5 folds), and 1494 genes for rapamycin (Fig. 5A and Tables B-C in S1 File). Among them, 535 different expressed genes (DEG) were overlapped (Fig. 5B). 

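With BIX-01294, some growth factor response genes, sterol synthesis genes and p53 targets rose, among them EGR1, INSIG1 and CDKN1A, and some genes of serine and asparagine synthesis and protein folding fell, among them PSAT1, ASNS and AHSA1. With rapamycin, some genes of the ATF4 stress response were lower. In siControl cells, 1950 genes were at least 1.5-fold higher or lower with BIX-01294 than with mock (791 higher, 1159 lower), or 953 higher and 943 lower when the libraries were scaled by their median ratio and 941 and 766 with the GC trend removed. For rapamycin the number was 1494 (530 higher, 964 lower), or 682 higher and 710 lower with that scaling and 622 and 490 with the GC trend removed.
VGF, a neuropeptide precursor on chromosome 7 from 100805790 to 100808850 (GRCh37), went from an FPKM of 2.31 to 16.8 with BIX-01294 in siControl and from 3.84 to 23.3 in siSMYD2.1 cells (log2 change 2.38, standard error 0.21, adjusted p = 0.0019 from limma). GAS5, a noncoding host of small nucleolar RNAs, rose from 208 to 623 and from 194 to 900 (1.89, adjusted p = 0.0030 from limma). BHLHE40, a transcriptional repressor of the circadian clock, rose by 1.85 on the log2 scale (adjusted p = 0.014 from limma). CFD, a serine protease of the complement pathway, fell by 1.58 (adjusted p = 0.035 from limma; 0.074 with the GC trend removed, from 0.0028 to 0.26 over its alternatives), and SPC24, a kinetochore subunit, fell by 1.51 (adjusted p = 0.024 from limma). Of 36 immediate early genes, 5 rose with BIX-01294 (FOSL2, EGR1, KLF6, DUSP5 and HBEGF) and none fell, with 14 rising when adjusted over the list alone. Of 25 genes of cholesterol synthesis, 5 rose (IDI1, MSMO1, SC5D, INSIG1 and STARD4) and none fell, and 12 rose when adjusted over the list alone. Among 12 genes of fatty acid synthesis, ELOVL6 and LPIN1 rose and none fell (3 adjusted over the list alone). NDRG1 was the 1 gene to rise among 30 of glycolysis and hypoxia, with 5 rising and 1 falling when adjusted over the list alone. Of 17 heat shock genes, HSPB1 and AHSA1 fell and none rose, and 13 fell when adjusted over the list alone. Of 20 genes of the endoplasmic reticulum stress response, SDF2L1 fell and the others did not pass (1 adjusted over the list alone). Genes for the H3K9 methylation machinery that holds the target of BIX-01294 did not pass for any of 19 detected (1 fell when adjusted over the list alone), with a median log2 change of -0.06 in siControl cells. The median of 14 reference genes in siControl cells was -0.07 with BIX-01294 and -0.15 with rapamycin. By the 1.5-fold rule ACTB and RPLP0 were lower with BIX-01294 in siControl cells, and 1 gene was higher and 1 lower in siSMYD2.1 cells. None passed in limma for either drug, adjusted over all genes or over the list alone.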

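The genes shared by the drugs include mitochondrial and amino acid synthesis genes, which were lower with both, and CCND1, the cyclin D1 gene, which was higher with both in siControl cells. CCND1, on chromosome 11 of GRCh37 from 69455924 to 69469242, had FPKM of 163 with mock, 309 with BIX-01294 and 297 with rapamycin in siControl cells, and 173, 234 and 187 in siSMYD2.1 cells, where it was not called with either drug. CHAC1, an enzyme that degrades glutathione and an ATF4 target, had 8.71, 3.46 and 2.20. The genes changed by both drugs numbered 535, with 1415 changed by BIX-01294 alone and 959 by rapamycin alone. Of the 535, 165 were higher with both, 343 lower with both and 27 opposite, against 21.5, 91.3 and 89.1 for independent lists among 12235 genes. With median-ratio scaling the overlap held 215 higher and 256 lower genes.
Both comparisons use the same mock library. Libraries simulated against a shared mock with no drug effect shared 283 ± 16.4 genes (SD, 100 draws), where 462 of the same 12168 genes were observed. Higher with both were 128 simulated and 154 observed, and lower with both 142 and 285. The simulated noise was that of the limma fit, which includes differences in drug response between the siRNAs. The simulated lists were smaller, with 936 and 937 genes against 1703 and 1321 observed, which by itself lowers their overlap. The correlation of the changes was 0.491, against 0.502 ± 0.019 simulated, and their covariance 0.146, against 0.0668 simulated. How much of the overlap comes from the shared mock library is not settled by this simulation. BIX-01294 in siControl cells against rapamycin in siSMYD2.1 cells, which share no library, had 89 genes higher in both (27.3 for independent lists), 111 lower in both (52.5) and 137 opposite (76.7). The other pair that shares no library, BIX-01294 in siSMYD2.1 and rapamycin in siControl cells, had 108 higher (44.5), 214 lower (101.8) and 147 opposite (139.7). The correlation of the changes was 0.024 and 0.094 in these pairs, which also differ in siRNA. For the same drug in siControl against siSMYD2.1 cells it was 0.27 with BIX-01294 and 0.087 with rapamycin.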

We took the DEGs between rapamycin and control, cluster them among all three samples and grouped into 4 groups (Fig. 5A). The genes in group 1 are activated by rapamycin but not BIX-01294 (Fig. 5A). 

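Group 1 held some genes of the autophagy machinery. RB1CC1, a scaffold of the kinase complex that starts autophagy, went from an FPKM of 3.68 with mock to 7.87 with rapamycin and 5.63 with BIX-01294 in siControl cells. GABARAPL1, a ubiquitin-like protein of the autophagosome membrane, went from 21.8 to 34.8 and 29.6. NBR1 and OPTN, cargo receptors for selective autophagy, had log2 changes of 0.78 and 0.78 with rapamycin. These 4 genes of 45 of the core machinery compare with 1.3 expected from the size of the group, which is defined in siControl cells. The median of the 45 with rapamycin was 0.12 in siControl and 0.01 in siSMYD2.1 cells, where 4 were higher and 1 lower. C12orf44 and VAMP8, also among the 45, were lower with rapamycin in siControl cells. None of the 45 passed in limma with rapamycin, adjusted over all genes or over the list alone. By the 1.5-fold rule group 1 held 365 genes, with a median log2 change of 0.72 with rapamycin and 0.19 with BIX-01294. PDCD4, a translation repressor controlled by the mTORC1 pathway, went from an FPKM of 6.03 with mock to 15.2 with rapamycin in siControl and from 6.09 to 12.8 in siSMYD2.1 cells (adjusted p = 0.31 from limma over both), and HBP1, a repressor of cell cycle entry, was higher in both backgrounds (0.92 and 0.91; adjusted p = 0.55 from limma). In siSMYD2.1 cells the group's median with rapamycin was 0.09, and 55 of its genes were at least 1.5-fold higher and 29 lower. The median GC content of its transcripts was 43.0%. Small noncoding RNAs, which have no poly(A) tail and are caught unevenly in mRNA libraries, gave 13 of its genes where 1.7 were expected.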

We failed to link them with any biological process with GO analysis. 

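Genes higher with both rapamycin and BIX-01294 included transcription factors. Of the zinc finger genes numbered as ZNF, 9 were higher with both drugs in siControl cells, against 4.2 expected from the number of such genes, and ZNF281, ZNF121 and ZNF462 were among them. Over all 303 detected members, the median log2 change was -0.06 with BIX-01294 (20 higher, 25 lower) and 0.05 with rapamycin (14 higher, 19 lower). Only ZNF385A passed for BIX-01294, where it fell, also when adjusted over the list alone, and none passed for rapamycin. DKK1, a secreted inhibitor of Wnt signaling, went from an FPKM of 128 to 206 with BIX-01294 and 211 with rapamycin. NR4A2, a nuclear receptor of the immediate early class, was also higher with both. There were 165 such genes, with medians of 0.87 with rapamycin and 0.92 with BIX-01294 and a median GC content of 45.8%. In siSMYD2.1 cells their median with rapamycin was 0.05, and 33 were at least 1.5-fold higher and 23 lower. SNORD104, a small nucleolar RNA, was listed at 0 in both mock libraries and at 1270, 637, 1151 and 2607 in the libraries with BIX-01294 and rapamycin in siControl and then in siSMYD2.1 cells. Among 77 small noncoding RNAs, 7SK, SNORA43 and SNORD104 rose and SNORA10 fell with BIX-01294 (4 rose and 1 fell over the list alone). SNORA17 and SNORD104 rose and SNORA23 fell with rapamycin (3 and 4 over the list alone).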

The genes in group 2 are both activated by the two drugs and are mainly related with transcriptional regulation and RNA metabolism (Fig. 5A). 

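Genes of the mitochondrial ribosome, of protein import into mitochondria and of the respiratory chain were among those lower with both rapamycin and BIX-01294 in siControl cells. MRPL12, a protein of the mitochondrial ribosome on chromosome 17 of GRCh37 from 79670397 to 79674547, had FPKM of 208 with mock, 112 with rapamycin and 117 with BIX-01294. TOMM40, the channel of the outer membrane, had 130, 81.5 and 81.2. NDUFB7, a subunit of respiratory complex I, had 132, 86.2 and 75.2. Of 75 mitochondrial ribosomal proteins, 6 were lower with both drugs, against 2.0 expected; the numbers were 4 against 2.0 for 76 respiratory chain subunits and 2 against 0.8 for 29 import genes. The medians of these lists were -0.32, -0.24 and -0.28 with rapamycin and -0.23, -0.23 and -0.28 with BIX-01294 in siControl cells, at percentiles 0.01, 8.8 and 4.0 of matched random lists with rapamycin and 2.05, 18.65 and 2.72 with BIX-01294. In siSMYD2.1 cells the BIX-01294 medians were -0.008, -0.004 and 0.007. In limma over both siRNAs MRPS6 was the 1 member to pass, rising with BIX-01294; when adjusted over the list alone, 5 mitochondrial ribosomal, 5 respiratory chain and 1 import gene fell and 2 mitochondrial ribosomal genes rose with BIX-01294, and none with rapamycin.
Targets of ATF4, the transcription factor of the amino acid stress response, gave 7 of these genes against 0.9 expected (ATF4, ASNS, CHAC1, PSAT1, PHGDH, NUPR1 and CARS). By the 1.5-fold rule 343 genes were lower with both drugs, with medians of -0.83 with rapamycin and -0.84 with BIX-01294. In siSMYD2.1 cells their median with rapamycin was -0.15, with 49 at least 1.5-fold lower and 21 higher. Their median GC content was 59.6%, and 255 genes were lower with both with the libraries centred, and 178 with the trend on GC content removed too.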

The genes in group 3 are down regulated by both drugs and they are mostly related with processes involving mitochondria (Fig. 5A). Those in group 4 are down regulated by rapamycin, but did not change too much with BIX-01294. They are mostly related with cell cycle, metabolism and cell death (Fig. 5A).

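Group 4 held stress response and sterol synthesis genes and a few p53 targets. DDIT4, an inhibitor of mTORC1 on chromosome 10 of GRCh37 from 74033678 to 74035794, went from an FPKM of 41.7 to 10.2 with rapamycin in siControl and from 64.3 to 20.3 in siSMYD2.1 cells (log2 change -1.77, adjusted p = 0.0072 from limma), and stood at 49.1 and 63.8 with BIX-01294. DDIT3, a transcription factor of stress-induced cell death, went from 14.9 to 5.34 with rapamycin and to 22.9 with BIX-01294. The ATF4 targets gave 8 members against 1.7 expected. Sterol synthesis gave 4 against 1.2 (MVK, MVD, LSS and EBP), and MVD, which makes isopentenyl diphosphate, went from 75.6 to 37.1 with rapamycin and to 76.4 with BIX-01294. Direct p53 targets gave 5 against 2.6 (FDXR, SESN2, TP53I3, PHLDA3 and NINJ1), and SESN2 is also counted among the ATF4 targets. As a class these targets were not lower: the median of all 54 with rapamycin was -0.08, at percentile 63.5 of matched random lists. Of the cell cycle lists, CCND3 was the 1 member among 34 G1/S and replication genes (1.7 expected), and none of 33 G2/M genes belonged (1.6 expected). Their medians with rapamycin were -0.08 and -0.03, and none passed in limma, adjusted over all genes or over either list alone. The group held 621 genes, with medians of -0.71 with rapamycin and -0.25 with BIX-01294. In siSMYD2.1 cells the median with rapamycin was -0.19, and 69 genes were at least 1.5-fold lower and 26 higher. The median GC content was 59.7%. The group held 442 genes with the libraries centred, and 312 with the trend on GC content removed too.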

**Figure 5:**
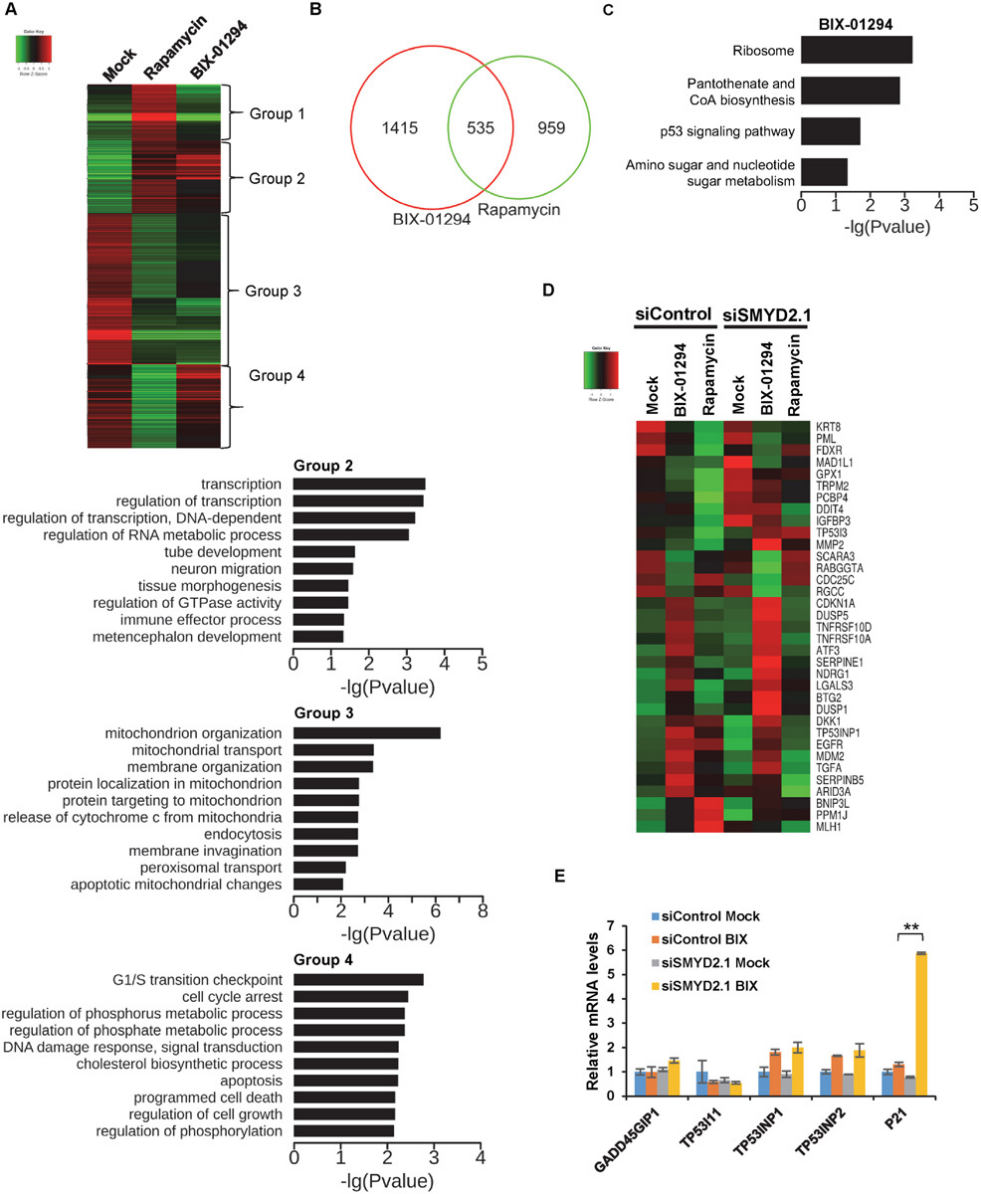
Genome wide gene expression profiles of the cells treated with BIX-01294 and rapamycin. HCT116 cells were transfected with control or SMYD2 siRNA, and treated with H_2_O, BIX-01294 and rapamycin respectively. **(A)** Clustering of the different expressed genes induced by rapamycin among the three samples showed that they can be divided into four groups based on their expression patterns. Each group was analyzed by GO analysis except group 1, which no significant biological process was found. **(B)** Venn diagram shows the numbers of gens regulated by BIX-01294, rapamycin alone or both. **(C)** GO analysis of signaling pathways enriched by different expressed genes uniquely activated by BIX-01294. **(D)** SMYD2^+/+^ and SMYD2^-/-^ cells were treated with H_2_O, BIX-01294 and rapamycin respectively. Different expressed p53 target genes were shown in the heat map. **(E)** The mRNA level of the typical p53 target genes was examined by quantitative PCR in the indicated samples.

We also analyzed to see if the DEGs reflect the change of signaling pathways. We took the DEG specifically induced by BIX-01294 and categorized them into pathways related with ribosome, metabolisms, and p53 signaling (Fig. 5B). 

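Of 77 detected cytosolic ribosomal proteins, 15 were at least 1.5-fold lower with BIX-01294 alone in siControl cells (8.5 expected in either direction) and none was higher. RPL13A went from an FPKM of 1637 to 950 and stood at 1676 with rapamycin, and RPL3 went from 1698 to 1015 and stood at 1888. The list's median was -0.39 with BIX-01294 and -0.02 with rapamycin, at percentiles 0.0 and 100.0 of 10000 random lists matched on expression, and -0.11 with BIX-01294 in siSMYD2.1 cells, where 2 were lower. None passed in limma for either drug over both siRNAs, adjusted over all genes or over the list alone, and the difference between the drugs was not tested.
In coenzyme A synthesis, PANK2 and PANK3, pantothenate kinases, rose (log2 change 0.99 and 1.04, adjusted p = 0.039 and 0.041 from limma). PANK3 no longer passed with the GC trend removed. COASY, the enzyme of the last steps, had FPKM of 54.3 with mock and 34.2 with BIX-01294 in siControl cells. Its log2 change of -0.655 was -0.435 and short of 1.5-fold with the GC trend removed (adjusted p = 0.11 from limma over both siRNAs). Of 9 detected genes of this pathway, 6 were called with BIX-01294 alone (1.0 expected), 2 higher and 4 lower in siControl cells, 2 were higher and 1 lower in siSMYD2.1 cells, and 2 rose and 2 fell in limma when adjusted over the list alone. Of 41 genes of amino sugar and nucleotide sugar metabolism, 8 were called (4.5 expected), 1 higher and 7 lower. AMDHD2, a deacetylase of N-acetylglucosamine phosphate, fell by 1.09 (adjusted p = 0.041 from limma; 0.089 with the GC trend removed, from 0.017 to 0.26 over its alternatives), and 1 gene rose and 4 fell when adjusted over that list alone. Of 54 direct p53 targets in a textbook list, 13 were called (6.0 expected), 11 higher and 2 lower.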

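Rapamycin lowered DDIT4 and few other genes passed a test. In siControl cells 959 genes were called with rapamycin and not with BIX-01294. Over both siRNAs 6 passed in limma with rapamycin, 4 rising and 2 falling, and 956 had an unadjusted p under 0.05. SNORD104, SNORA17 and the transcripts MIR3682 and DL491652 rose, and DDIT4 and SNORA23 fell. The list of 35 ATF4 and stress response targets had the lowest median of the 33 lists with rapamycin in siControl cells, -0.51 (15 lower, none higher), and -0.32 in siSMYD2.1 cells (9 lower, none higher). DDIT4 passed the test among them, and 16 fell when adjusted over the list alone. TRIB3, a pseudokinase induced by ATF4, had FPKM of 17.4 with mock and 7.58 with rapamycin. RGS2, a regulator of G protein signaling, was lower in both backgrounds (-0.94 and -1.09, adjusted p = 0.28 from limma). HSPA5, the main chaperone of the endoplasmic reticulum, had 210.0 with mock and 116 with rapamycin, and of 20 genes of its stress response 4 were lower in siControl cells and none passed (1 fell adjusted over the list alone). Genes of cholesterol synthesis were lower in siControl cells (median -0.35, 5 lower) with none passing over both siRNAs, adjusted over all genes or over the list alone, and those of fatty acid synthesis had a median of -0.33 with none called or passing.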

No signaling pathways were significantly enriched by rapamycin-induced DEGs. These suggested that the alterations of gene expression pattern induced by the two drugs are of great difference. 

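In siControl cells the median changes of glucose and sterol genes were above 0 with BIX-01294 and below it with rapamycin. HK2, the hexokinase induced by hypoxia, was higher with BIX-01294 alone, and the median of 30 glycolysis and hypoxia genes was 0.18 with BIX-01294 and -0.29 with rapamycin. In siSMYD2.1 cells both medians of that list were above 0 (0.195 and 0.03). For cholesterol synthesis the BIX-01294 median was 0.40. INSIG1, the sterol-controlled brake on that pathway, went from an FPKM of 33.6 to 77.5 with BIX-01294 and 25.1 with rapamycin in siControl cells. G1/S genes had a median of -0.32 with BIX-01294, with 6 lower and 1 higher. E2F1, the transcription factor of S phase entry, fell with BIX-01294 (log2 change -1.06, standard error 0.22, adjusted p = 0.049 from limma), as did LIG1, the replicative DNA ligase (-1.13, adjusted p = 0.045 from limma), and 14 of 34 fell and 1 rose when adjusted over the list alone. G2/M genes had a median of -0.38 with BIX-01294, none passed and 7 fell when adjusted over the list alone. The medians of the G1/S and G2/M lists lay at percentiles 0.16 and 0.0 of matched random lists with BIX-01294 and at 82.5 and 94.5 with rapamycin. CDC20, the activator of anaphase, had FPKM of 203 with mock, 129 with BIX-01294 and 157 with rapamycin. PHGDH, the first enzyme of serine synthesis, fell by 1.00 with BIX-01294 (adjusted p = 0.037 from limma), as did ASNS, PSAT1, CHAC1 and CARS among the 35 ATF4 targets, where ATF3 rose (12 fell and 6 rose when adjusted over the list alone).
Over both siRNAs limma called 189 genes for BIX-01294 (95 rose, 94 fell; 2362 with an unadjusted p under 0.05). With quantile normalization 70 rose and 29 fell, and with the trend on GC content removed 60 rose and 18 fell; with a pseudocount of 0.1 it was 153 and 245, and with an FPKM minimum of 5 it was 185 and 366, so the balance of rises and falls depends on the setting. The calls for 1 drug and not for the other are not a test of the difference between them, which was not tested. E2F1 no longer passed with median-ratio scaling (adjusted p = 0.054 from limma, and from 0.0093 to 0.27 over its alternatives). With the GC trend removed E2F1, LIG1, PHGDH and CHAC1 no longer passed.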

We also found that ATG4A and ATG9A, two autophagy-related genes we identified previously, increases their mRNA expression after BIX-01294 treatment, but not rapamycin (Tables B-C in S1 File).

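ATG4A encodes a protease that processes ATG8 proteins such as LC3, and lies on chromosome X of GRCh37 from 107334898 to 107397901. Its FPKM in siControl cells was 5.67 with mock, 10.9 with BIX-01294 and 5.30 with rapamycin, a log2 change of 0.83 with BIX-01294. In siSMYD2.1 cells it was 5.94, 9.42 and 4.27 (over both siRNAs 0.71, adjusted p = 0.11 from limma). ATG9A, a membrane scramblase that supplies lipid to the forming autophagosome, on chromosome 2 from 220084102 to 220094439, had 2.5, 9.35 and 2.03 in siControl cells. In siSMYD2.1 cells it stood at 9.98 with mock, 11.2 with BIX-01294 and 5.04 with rapamycin, so the siControl difference of 1.56 was 0.15 in siSMYD2.1 cells (over both siRNAs adjusted p = 0.18 from limma). MAP1LC3B, the LC3 gene, went from 46.0 to 66.1 with BIX-01294 in siControl and from 44.7 to 124 in siSMYD2.1 cells (0.98, adjusted p = 0.085 from limma). Of the 11 autophagy genes of Fig. 3C, ATG4A and ATG9A were called with BIX-01294 in siControl cells and none with rapamycin; none passed in limma, and 2 rose with BIX-01294 when adjusted over the list alone. Of 45 genes of the core machinery, MAP1LC3B2 was also higher with BIX-01294 in siControl cells, and 4 were higher and 2 lower with rapamycin there. Their siControl medians were 0.03 and 0.12, at percentiles 87.0 and 100.0 of random lists. In siSMYD2.1 cells 9 were higher and 2 lower with BIX-01294 (median 0.07, percentile 83.1), and 4 higher and 1 lower with rapamycin (median 0.01). None passed in limma for either drug, adjusted over all genes or over the list alone. Of 50 lysosomal genes in siControl cells, 3 were lower and none higher with BIX-01294 (median -0.19), and 1 was higher and 2 lower with rapamycin (median -0.08). In siSMYD2.1 cells 3 were higher and 5 lower with BIX-01294 (median -0.05), and none higher and 1 lower with rapamycin (median 0.02). None passed in either adjustment.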

### BIX-01294 selectively induces the expression of p53 downstream genes

By studying the global gene expression profiling, we surprisingly found that p53 target genes are enriched in the DEG induced by BIX-01294, including CDKN1A (cyclin-dependent kinase inhibitor 1A, p21), MDM2 (transformed mouse 3T3 cell double minute 2), PMAIP1(phorbol-12-myristate-13-acetate-induced protein 1, NOXA), TP53I11 (tumor protein p53 inducible protein 11, PIG11), TP53INP1 (tumor protein p53 inducible nuclear protein 1), TP53INP2 (tumor protein p53 inducible nuclear protein 2, DOR), GADD45GIP1 (growth arrest and DNA-damage-inducible, gamma interacting protein 1) (Fig. 5B and Table B in S1 File). 

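CDKN1A, the p21 gene, lies on chromosome 6 of GRCh37 from 36644237 to 36655114. Its FPKM went from 209 with mock to 427 with BIX-01294 in siControl and from 175 to 552 in siSMYD2.1 cells (log2 change 1.34, standard error 0.18, adjusted p = 0.017 from limma, higher in 2 of 2 backgrounds). PMAIP1, which encodes the BH3-only protein NOXA, on chromosome 18 from 57567228 to 57571537, went from 54.4 to 93.0 and from 36.4 to 132 (1.30, standard error 0.25, adjusted p = 0.046 from limma). Its adjusted p was 0.066 with the GC trend removed and lay between 0.0069 and 0.27 over the alternatives. MDM2, the ubiquitin ligase of p53, on chromosome 12 from 69201957 to 69239324, went from 37.0 to 65.2 and from 33.6 to 58.6 (0.79, adjusted p = 0.079 from limma). TP53INP1, a cofactor in p53-dependent arrest and autophagy, had log2 changes of 0.63 and 0.75 in the siControl and siSMYD2.1 backgrounds (adjusted p = 0.094 from limma). TP53INP2, which carries LC3 from the nucleus to autophagosomes, went from 1.04 to 3.6 and from 1.40 to 2.96 (0.95, adjusted p = 0.13 from limma). GADD45GIP1, a mitochondrial protein that binds GADD45G, was lower, from 60.6 to 36.6 and from 85.1 to 52.6 (-0.70, adjusted p = 0.062 from limma), and its siControl change of -0.71 was -0.47 with the GC trend removed.
Of the 7 p53 targets the paper names, 5 were higher and 1 lower by 1.5-fold in siControl cells. CDKN1A and PMAIP1 rose in limma, and 5 rose and 2 fell when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. In the textbook list of 54 direct targets, fixed without these data, the median was 0.36 in siControl and 0.40 in siSMYD2.1 cells, at percentile 100.0 of matched random lists in both, with 2 rising and none falling (13 and 1 over the list alone).

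**Figure D2:**
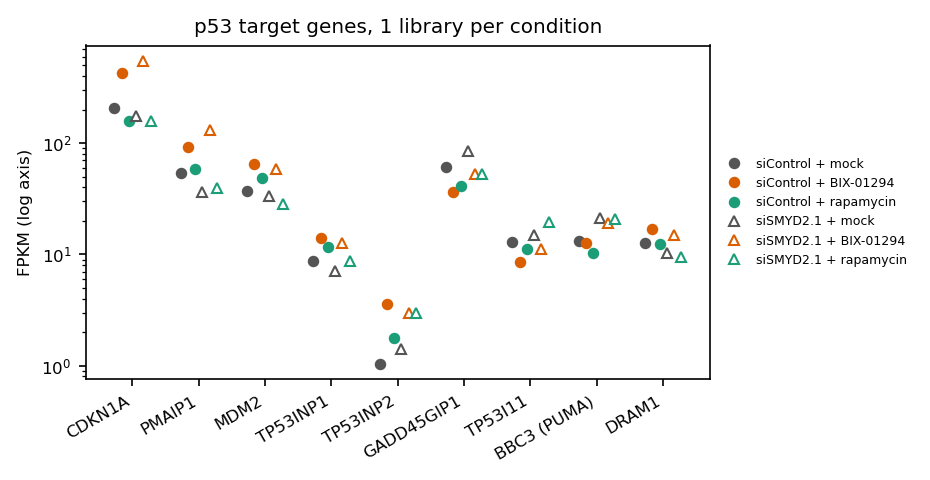
FPKM (y axis, log scale) of p53 target genes (x axis), 1 point per library; circles are siControl and triangles siSMYD2.1 cells. CDKN1A has its highest values, 427 and 552, in the libraries with BIX-01294.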

None of the above genes appeared in the DEG list of rapamycin (Table C in S1 File), suggesting the activation of p53 downstream genes is BIX-01294 specific. 

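With rapamycin in siControl cells none of the 7 p53 targets named for BIX-01294 reached 1.5-fold. CDKN1A had an FPKM of 158 with rapamycin (log2 change -0.40), MDM2 48.7 (0.39) and PMAIP1 58.4 (0.10). TP53INP2 had 1.79 (0.45), and GADD45GIP1 had 41.0 (-0.55). Over both siRNAs none passed in limma (1 fell when adjusted over the list alone). In siSMYD2.1 cells TP53INP2 was higher with rapamycin (0.73) and GADD45GIP1 lower (-0.67). Of the 54 textbook targets none was higher and 5 were lower in siControl cells (FDXR, SESN2, TP53I3, PHLDA3 and NINJ1), with a median of -0.08, and none was called in siSMYD2.1 cells, with a median of -0.12. None passed in limma, adjusted over all genes or over the list alone. A larger change with BIX-01294 than with rapamycin was not itself tested for these genes.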

We confirmed the results by quantitative RT-PCR (Fig. 5E). Interestingly, we noticed that the change of one of the above genes, TP53I11, is opposite to others. Its mRNA level was repressed rather than elevated. Moreover, BIX-01294 did not active the expression of PUMA, the typical apoptosis-related genes, and DRAM1, a gene involved in both autophagy and apoptosis (Table B in S1 File). 

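TP53I11, a p53-inducible gene linked to oxidative stress, lies on chromosome 11 of GRCh37 from 44907454 to 44972857. Its FPKM in siControl cells was 13.0 with mock, 8.61 with BIX-01294 and 11.2 with rapamycin. The log2 change with BIX-01294 was -0.55, short of 1.5-fold, and -0.59 with a pseudocount of 0.1, which is past it. In siSMYD2.1 cells it had 15.1, 11.2 and 19.6 (over both siRNAs the change with BIX-01294 was -0.48, adjusted p = 0.23 from limma). The GC content of its transcript is 61.2%, and with the GC trend removed the siControl change was -0.30.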

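BBC3, the PUMA gene, encodes a BH3-only activator of apoptosis and lies on chromosome 19 of GRCh37 from 47724079 to 47736023. Its FPKM in siControl cells was 13.3 with mock, 12.6 with BIX-01294 and 10.2 with rapamycin. It stood higher in siSMYD2.1 cells, at 21.2, 19.0 and 20.8, where BIX-01294 also gave no 1.5-fold difference (-0.15), and the log2 change with BIX-01294 over both siRNAs was -0.11 (adjusted p = 0.79 from limma). With the GC trend removed the BBC3 changes with BIX-01294 had the other sign, 0.29 in siControl, 0.43 in siSMYD2.1 cells and 0.36 over both (adjusted p = 0.19 from limma; from 0.19 to 0.85 over its alternatives). DRAM1, a lysosomal membrane protein on chromosome 12 from 102271358 to 102405908, went from 12.7 to 17.1 with BIX-01294 in siControl and from 10.3 to 15.1 in siSMYD2.1 cells (0.46, adjusted p = 0.20 from limma), short of 1.5-fold in both.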

PUMA, DRAM1 and many other genes are well defined p53 target genes, which are activated during many stress conditions, such as DNA damage [31]. For example, they are activated by p53 following treatment of DNA damage drug, 5-fluorouracil (Table D in S1 File). As comparison, the typical p53 target gene regulating autophagy, TP53INP2/DOR, is activated by BIX-01294 but not 5-fluorouracil. Together, our data suggest BIX-01294 treatment selectively activates the expression of p53 target genes related with cell cycle and autophagy, but not apoptosis, which contributes to the autophagy process.

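Among p53 targets of arrest and repair, BTG2, an antiproliferative regulator of mRNA decay, went from an FPKM of 21.3 to 34.2 with BIX-01294 in siControl and from 33.2 to 52.0 in siSMYD2.1 cells (log2 change 0.64, adjusted p = 0.080 from limma). ZMAT3, FBXO22 and PPM1D were also higher in siControl cells. Of the 18 detected genes of this class 6 were higher and none lower (median 0.42), and in siSMYD2.1 cells 8 were higher (median 0.51). CDKN1A rose in limma, and 9 rose when adjusted over the list alone. Of 13 targets in autophagy, TP53INP1, TP53INP2 and ATG4A were higher with BIX-01294 in siControl cells (median 0.40), and none passed in limma (4 rose when adjusted over the list alone).
Of 16 targets in apoptosis, PMAIP1 and TNFRSF10A were higher in siControl cells and none was lower, with a median of 0.11. TNFRSF10A, a death receptor for TRAIL, went from 18.1 to 32.0 in siControl and from 13.4 to 37.1 in siSMYD2.1 cells (1.09, adjusted p = 0.041 from limma; 0.057 with the GC trend removed, from 0.0056 to 0.26 over its alternatives), and it and PMAIP1 rose in that test, 3 genes when adjusted over the list alone. With the GC trend removed neither passed. BAX, which opens the outer mitochondrial membrane, had 87.3 and 73.0 in siControl cells with mock and BIX-01294. In siSMYD2.1 cells 5 targets in apoptosis were higher with BIX-01294, with a median of 0.40. The medians of the 3 classes with BIX-01294 lay at percentiles 100.0, 99.9 and 97.0 of matched random lists in siControl cells (arrest and repair, autophagy, apoptosis). In siSMYD2.1 cells they lay at 100.0, 90.9 and 99.96 for the same classes. The treatment with 5-fluorouracil was not analysed here.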

### The gene expression profiles regulated by SMYD2 under BIX-01294 treatment

SMYD2 is a methyltransferase of p53 and regulates its transcription activity. It is expected that SMYD2 deficiency enhances p53 target genes’ expression under BIX-01294 treatment. 

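With BIX-01294, the level in siSMYD2.1 cells exceeded that in siControl cells by 0.37 on the log2 scale for CDKN1A, which encodes p21, and by 0.50 for PMAIP1, which encodes NOXA. SERPINE1, a protease inhibitor induced by p53, had an FPKM of 33.3 in siControl and 52.2 in siSMYD2.1 cells with BIX-01294 (0.63), and DUSP5, a phosphatase of ERK, 191 and 264 (0.46). For MDM2 and TP53INP1 the differences were -0.15 and -0.14. Of the 17 genes of Fig. 5D that were higher with BIX-01294 in siControl cells, 12 were at a higher level with BIX-01294 in siSMYD2.1 cells, 2 of them by 1.5-fold, and 5 were not. Of the 5 higher genes among the 7 named targets, 2 were at a higher level and none by 1.5-fold. Of the 11 higher genes in the textbook list 4 were at a higher level, 1 of them by 1.5-fold, and 2 were lower by 1.5-fold.
The response to BIX-01294 in siSMYD2.1 minus that in siControl cells had a median of 0.12 over the 54 textbook targets, at percentile 83.1 of random lists matched on expression. That median was 0.061 with median-ratio scaling, 0.059 with the libraries centred and 0.068 with the GC trend removed. It was 0.09 over the 35 genes of Fig. 5D, at percentile 65.4. Over all genes, 2927 were called with BIX-01294 in siSMYD2.1 cells (1433 higher, 1494 lower), more than in siControl cells. In the genes of Fig. 5D, 8 rose and 1 fell with BIX-01294 in limma over both siRNAs (15 and 5 over the list alone), and none passed for siSMYD2.1 against siControl (4 rose over the list alone), which is not independent evidence. The difference in response between the backgrounds is the residual of that fit and was not tested.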

We indeed observed that p53 target genes induced by BIX-01294 further elevated their expression with SMYD2 knockdown (Fig. 5D & Tables B-F in S1 File). Moreover, some of the target genes which is not activated in control cells, is activated in siSMYD2.2 cells (Fig. 5D). 

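The library with SMYD2 knockdown is labelled siSMYD2.1. Of 13 genes of Fig. 5D not called with BIX-01294 in siControl cells, 3 were at least 1.5-fold higher in siSMYD2.1 cells. MMP2, a matrix metalloproteinase, had an FPKM of 2.06 with mock and 1.55 with BIX-01294 in siControl cells, and 2.07 and 4.47 in siSMYD2.1 cells. BNIP3L, a receptor for the removal of mitochondria, had 11.2 and 15.4, then 11.1 and 17.3, log2 changes of 0.43 and 0.60. PPM1J, a protein phosphatase, had 2.22 and 2.89, then 1.62 and 3.23. In the textbook list 11 of 41 genes not called in siControl cells were higher in siSMYD2.1 cells. GDF15, a stress-induced cytokine, went from 274 to 384 in siControl and from 332 to 752 in siSMYD2.1 cells, and APAF1, the core of the apoptosome, from 5.00 to 5.80 and from 3.56 to 6.24. With the GC trend removed, BNIP3L and APAF1 were no longer past 1.5-fold in siSMYD2.1 cells (0.39 and 0.57).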

For those down regulated by BIX-01294, SMYD2 deficiency does not elevate their expression. 

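MAD1L1, a mitotic checkpoint protein, SCARA3, a scavenger receptor, RABGGTA, a subunit of Rab geranylgeranyl transferase, CDC25C, the phosphatase that starts mitosis, and RGCC, a regulator of the cell cycle, were the 5 genes of Fig. 5D lower with BIX-01294 in siControl cells. All 5 were below mock with BIX-01294 in siSMYD2.1 cells too, 4 of them by 1.5-fold, and none was at a higher level there. Outside these 5, GADD45GIP1 and the 2 lower textbook targets, CES2 and ORAI3, were at a higher level with BIX-01294 in siSMYD2.1 than in siControl cells, short of 1.5-fold. SCARA3 had an FPKM of 10.0 with BIX-01294 in siControl and 6.97 in siSMYD2.1 cells, against 23.0 and 19.3 with mock, and it fell in limma (log2 change -1.23, adjusted p = 0.041). MAD1L1 had 8.09 and 7.31 against 13.0 and 20.1 with mock. CDC25C, the gene short of 1.5-fold in siSMYD2.1 cells (-0.41), had 6.68 and 5.31 against 11.0 and 7.39.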

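Under rapamycin the level of CDKN1A in siSMYD2.1 cells differed from that in siControl cells by 0.01 on the log2 scale (FPKM of 159 in siSMYD2.1 cells). MDM2 was lower in siSMYD2.1 cells, at 28.1 (-0.77), and TP53INP2 was at 2.99 (0.51). TP53I3, an oxidoreductase in the p53 oxidative response, had 11.5 in siControl and 20.4 in siSMYD2.1 cells (0.78), and BBC3, encoding PUMA, was higher in siSMYD2.1 cells (0.96). With the GC trend removed, the differences for MDM2, TP53I3 and BBC3 were -0.43, 0.38 and 0.44, short of 1.5-fold. Of the 35 genes of Fig. 5D, 8 were at least 1.5-fold higher and 7 lower in siSMYD2.1 than in siControl cells under rapamycin. With rapamycin against mock, 4 were higher and 11 lower in siControl cells, and 2 higher and 5 lower in siSMYD2.1 cells. DDIT4 passed in limma among them, where it fell, and it alone when adjusted over the list alone. The 54 textbook targets had a median of -0.04 between the backgrounds under rapamycin (5 higher, 6 lower), at percentile 16.0 of matched random lists. Over all genes, 2882 were called between the backgrounds under rapamycin (1658 higher, 1224 lower), against 1278 under mock, and with the GC trend removed 809 were higher and 846 lower.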

Since rapamycin does not activate p53 signaling, SMYD2 deficiency does not obviously alter the expression of p53 target genes (Fig. 5D and Table G in S1 File). These suggest that p53 signaling is critical in the BIX-01294-induced cell death enhanced by SMYD2 deficiency.

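Set against the rest of the expressed genes, p53 targets of apoptosis had a median difference of 0.19 between the responses to BIX-01294 in siSMYD2.1 and siControl cells, with 4 higher by 1.5-fold and none lower (percentile 91.7 of matched random lists). The difference was 0.095 for targets of arrest and repair (percentile 61.1) and -0.153 for targets in autophagy, with none higher and 1 lower (percentile 14.9). DDIT3, a transcription factor that promotes death under stress and lies outside the p53 list, went from an FPKM of 13.7 to 54.2 with BIX-01294 in siSMYD2.1 cells (log2 change 1.91), where its change in siControl cells was 0.59 (over both siRNAs 1.25, adjusted p = 0.061 from limma). The 13 p53 targets in autophagy had a median with BIX-01294 of 0.23 in siSMYD2.1 cells, with 4 higher and 1 lower. From the higher levels of p53 targets with BIX-01294 after knockdown and their small difference under rapamycin, the paper proposes that p53 signaling is critical for the cell death that SMYD2 deficiency adds to BIX-01294 treatment.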

We confirmed the sequencing results by quantitative RT-PCR (Fig. 5E). To further ensure the elevated expression of p53 target genes is due to the loss of SMYD2, we reintroduced SMYD2 back into SMYD2^-/-^ cell lines and examined p21 expression after BIX-01294 treatment (Fig. 6A&B). The re-expression of SMYD2 suppressed p21 mRNA level as that in wild type cells, which further proved that SMYD2 regulates its expression during BIX-01294 treatment.

**Figure 6:**
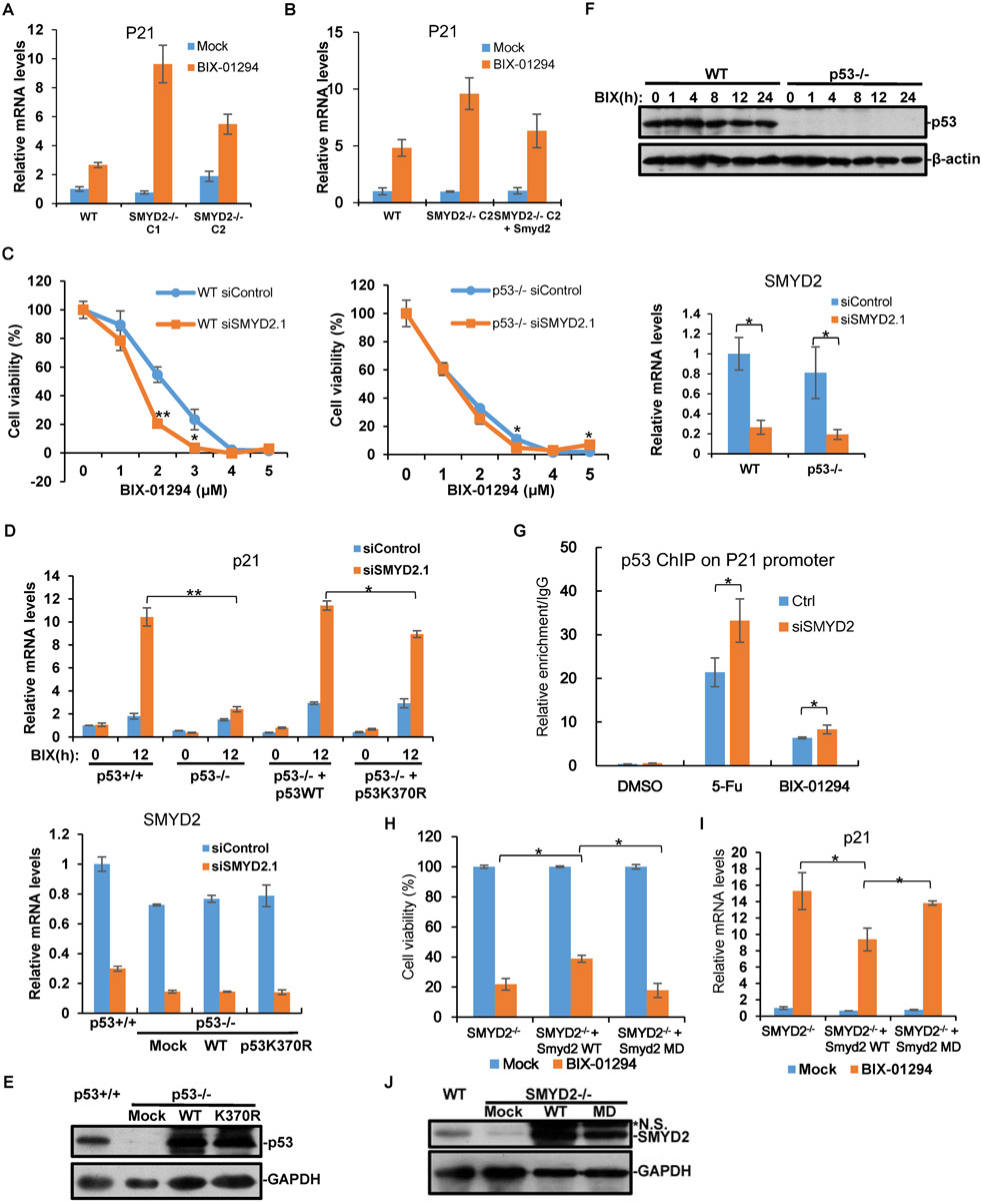
SMYD2 deficiency promotes BIX-01294-mediated cell death through p53 pathway. **(A)** The p21 mRNA levels in SMYD2^+/+^ and SMYD2^-/-^ cells with 5μM BIX-01294 were examined by quantitative RT-PCR. **(B)** Flag-tagged SMYD2 was exogenous expressed in SMYD2^-/-^ cell. SMYD2^-/-^ and Flag-SMYD2 cells were treated with 5μM BIX-01294 for 12h and the mRNA levels of p21 were determined by quantitative RT-PCR. **(C)** p53^+/+^ and p53^-/-^ HCT 116 cells were transfected with SMYD2 siRNA for 48h, followed by BIX-01294 treatment. Cell viability was analyzed by MTT assay. The knockdown efficiency was measured by quantitative RT-PCR. **(D)** The indicated four cell lines were transfected with SMYD2 siRNA for 48h, and treated with 5μM BIX-01294 for 12h. The mRNA levels of p21 were determined by quantitative RT-PCR. **(E)** p53 wild type and K370R mutant were transfected into p53^-/-^ cell line and stable expressed cell lines were screened. p53 expression in the cell lines used in (D) were examined by western and GAPDH as loading control. **(F)** Whole cell lysates of WT and p53^-/-^ HCT 116 cells upon 5μM BIX-01294 treatment for indicated times were analyzed by western blotting with anti-p53 and anti-β-actin antibodies. **(G)** HCT116 cells were transfected with SMYD2 siRNA and treated with indicated drugs. The bound p53 was measured with ChIP assay on the p53 response element of p21 promoter. **(H)** The indicated cells were treated with 5μM BIX-01294 and cell viability was measured with MTT assay. (I) p21 mRNA level was examined by quantitative RT-PCR for samples in (H). **(J)** A mouse version of Smyd2 wild type cDNA and catalytic dead mutant SMYD2MD were stably expressed in SMYD2^-/-^ cell lines respectively. The expression of Smyd2 was measured by western and GAPDH as loading control. P-values were calculated using Student’s t-test (*P < 0.05; ** P < 0.01).

### The autophagy related cell death enhanced by SMYD2 deficiency is dependent on p53

The above data suggest p53 signaling is critical in BIX-01294-induced cellular process. To further prove it, we utilized the p53 knockout cell lines derived from HCT116. We knocked down SMYD2 in p53^+/+^ and p53^-/-^ cells respectively, and then measured the cell viability. SMYD2 deficiency in p53^-/-^ cells had the same survival rate under BIX-01294 treatment, compared with the control samples (Fig. 6C), which proved p53 is the key molecule essential for SMYD2 mediated cell death with BIX-01294 treatment. We further measured the p21 mRNA level in the above cell line. The expression of p21 was greatly enhanced with SMYD2 knockdown in p53^+/+^ cells; however, it was not activated in p53^-/-^ cells (Fig. 6D & E). We did not observe significant difference of LC3 II formation comparing p53^+/+^ and p53^-/-^ cell lines (data not shown), which suggests other mechanisms governs the formation of LC3 II induced by BIX-01294. All these suggest that p53 signaling is critical in BIX-01294 induced cell death process.

The main regulatory mechanism of p53 signaling is via regulation of p53 protein stability. We studied if p53 protein level is stabilized after BIX-01294 treatment. Surprisingly, p53 protein kept at the same level with BIX-01294 treatment (Fig. 6F), which suggests the activation of p53 signaling during BIX-01294 treatment is mainly through regulation of p53 transcriptional activity, but not protein stability.

SMYD2 is a methyltransferase for p53 at lysine 370 [7]. To further study if SMYD2-mediated p53 methylation is involved in the autophagy related cell death induced by BIX-01294, we generated cell lines stably expressing p53 wild type or K370R mutant in p53^-/-^ cell (Fig. 6E). Under the condition of SMYD2 deficiency, p53 expression restored p21 activation by BIX-01294 in p53^-/-^ cell; however, p53 K370R mutant only partially restore p21 expression (Fig. 6D). These suggest p53 K370 methylation plays a role in BIX-01294-induced gene expression. The bound p53 on the p21 promoter also examined by ChIP assay. SMYD2 deficiency enhanced the p53 amount on p21 promoter (Fig. 6G), although the total p53 protein did not change (Fig. 6F). To further confirm its methyltransferase activity is critical for SMYD2-mediated autophagy related cell death, we stably expressed mouse Smyd2 wild type cDNA or catalytically dead mutant Smyd2MD (H207A) [7] into SMYD2^-/-^ cell (Fig. 6J). The restore of Smyd2 gene increased cell viability almost two folds, but Smyd2MD did not (Fig. 6H). Smyd2 restoration also repressed p21 expression activated by BIX-01294, but not Smyd2MD (Fig. 6I). Taken together, our data indicated that p53 methylation by SMYD2 regulates autophagy related cell death induced by BIX-01294.

## Discussion

Many drugs and conditions induce autophagy process. The molecular pathway of autophagy triggered by starvation has been well defined; however, that triggered by other factors remain elusive. Recently, BIX-01294, an inhibitor of histone H3K9 methyltransferase G9a, was reported to be a potent autophagy-inducible drug. It eventually induces non-apoptotic cell death but the mechanism is not clear. Our studies nicely confirmed their discoveries. Furthermore, by utilizing next generation sequencing, we found that BIX-01294 altered the transcription of genes involved in ribosome, metabolisms and p53 signaling, as well as several autophagy-related genes, including LC3B, ATG4A, ATG9A, TP53INP2/DOR and TP53INP1. In comparison, rapamycin, a classical autophagy inducer does not regulate the transcription of known genes directly involved in autophagy. Both rapamycin and BIX-01294 enhance the expression of genes involved in transcription regulation and repress genes related with mitochondria. These suggested that the two drugs also share similar mechanisms in regulating autophagy and the regulation of transcription and mitochondria function are critical in the autophagy process. Since BIX-01294 is a small molecule inhibiting histone H3K9 methylation, which is well-known markers repressing transcription, it is highly possible that BIX-01294 induces autophagy mainly through transcriptional regulation. A previous study has reported that LC3 transcription is activated upon repressing H3K9 methylation. We did observe the same phenomenon and we revealed more autophagy-related genes induced by the drug. In the previous studies, the regulation of autophagy by transcription did not draw enough attention in the field. Our study suggested the transcriptional regulation could be also important.

By performing a drug screen, we found that SMYD2 deficiency sensitizes the cells to BIX-01294 induced cell death. We further proved that p53 signaling is critical in the process. Unlike rapamycin, BIX-01294 activates the expression of p53 target genes and SMYD2 represses p53 transcription activity. SMYD2 deficiency increases autophagy-related cell death via up regulates the expression of p53 target genes. Thus SMYD2 plays a role in regulating autophagy-related cell death through repression of p53 signaling. However, the roles of p53 signaling in autophagy-related cell death require further investigation. Surprisingly, BIX-01294 treatment did not change p53 protein level. It will be interesting to further investigate the mechanisms underlying the selective transcription of p53 induced by BIX-01294. BIX-01294 is an inhibitor for histone methyltransferase G9a which is a known methyltransferase for p53 [32]. It is possible that BIX-01294 regulates p53 methylation and other modifications without affecting its protein stability. Several reports have proved that the acetylation of the specific lysines on p53 selectively regulates its transcriptional activity [33–35]. So it will be highly interesting to study if BIX-01294 regulates p53 downstream gene transcription by modulating p53 methylation or other modifications on specific sites.

## Supporting Information

S1 File Table A, The list of chemical molecules used in the drug screen. Typical chemotherapy drugs and epigenetic inhibitors were used in the screen for SMYD2 novel functions. The known functional mechanisms of the drugs and a summary of screen results were also listed. **Table B, Different expressed genes in the BIX-01294-treated cell compared with control**. The RNA sequencing results were analyzed as described in Materials and Methods. The different expressed genes higher than 1.5 folds were listed. **Table C, Different expressed genes in the rapamycin-treated cell compared with control**. The different expressed genes higher than 1.5 folds were listed. **Table D, Different expressed genes in the 5-FU-treated cell compared with control**. The different expressed genes higher than 1.5 folds were listed. **Table E, Different expressed genes between SMYD2 knockdown cell and control**. HCT116 cell were transfected with siRNA targeting SMYD2 and sequenced for global mRNA expression. The different expressed genes higher than 1.5 folds were listed. **Table F, Different expressed genes of SMYD2 knockdown cell with or without BIX-01294 treatment**. SMYD2 was knocked down by siRNA and the different expressed genes higher than 1.5 folds after BIX-01294 treatment were listed. **Table G, Different expressed genes of SMYD2 knockdown cell with or without rapamycin treatment**. SMYD2 was knocked down by siRNA and the different expressed genes higher than 1.5 folds after rapamycin treatment were listed. **Table H, The list of primers for real time RT-PCR used in the study. Table I, The list of siRNA sequences targeting SMYD2 in the study**.

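The siRNA siSMYD2.1 used for the sequenced cells has the sense strand CCACCAAGGACAAGGAUAATT. Its target, CCACCAAGGACAAGGATAA, covers positions 899 to 917 of a SMYD2 transcript of 1745 bases, in the coding sequence across the junction of exons 8 and 9 of 12. On chromosome 1 of GRCh37 it spans 214503608 to 214504297, intron included, in the sequence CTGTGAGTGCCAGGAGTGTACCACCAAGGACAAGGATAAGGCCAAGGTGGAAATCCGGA. The site is in 5 of 6 annotated SMYD2 transcripts. siSMYD2.2 targets positions 1332 to 1350 in exon 12 (214510061 to 214510079), and siSMYD2.3 positions 765 to 783 in exon 7 (214501031 to 214501049), both in the coding sequence. Outside SMYD2, the 3′ UTR of ADH5, which encodes a glutathione-dependent formaldehyde dehydrogenase, holds TAATCAAGGACAAGGATAA in exon 9 of 9, on chromosome 4 from 99993402 to 99993420. It differs from the target by C1T, C2A and C4T, with positions counted from 1 at the 5′ end of the sense strand. ADH5 had FPKM of 84.7, 68.2 and 65.7 in siControl cells with mock, BIX-01294 and rapamycin and 11.4, 7.68 and 6.67 in siSMYD2.1 cells, and fell in limma (adjusted p = 3e-05, lower in 3 of 3 treatments).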

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

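HCT116 cells with control siRNA or siSMYD2.1, each with mock, BIX-01294 or rapamycin treatment, gave 6 mRNA libraries, 1 per condition. The authors trimmed low-quality bases, aligned paired reads to hg19 with TopHat2 and estimated FPKM with Cufflinks; versions, gene annotation and the way transcripts were summed to symbols are not given in the sources used here. The deposited files name no unit; FPKM is taken from the methods and the values. They hold 1 value per gene symbol for 28501 symbols, 18516 of them above 0 in any library; a row without a symbol, with under 0.1% of the sum in every library, was left out. FPKM sum to between 512096.9 and 585262.2 per library, and 12022 to 12116 genes have an FPKM of at least 1. The values are not counts, so no count test was used. Total reads are not given in the sources used here. The steps between the values of low genes gave the relative depths at the start of the RNA-seq results, from 0.56 to 1.17 of the siControl mock library; they put BIX-01294 with siSMYD2.1 at the shallowest library, and how far a low FPKM can be resolved is limited there. The 10 most abundant genes take 13.4% to 15.9% of each library.

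A change is a difference in log2(FPKM + 1). For 7 comparisons of single libraries a gene is called at 1.5-fold with an FPKM of at least 1 in either library, the study's stated fold, with no test. Tests come from limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), two-sided, with drug and siRNA as additive terms and all 6 libraries, so that the interaction of drug and siRNA is the residual (2 residual and 7.56 prior degrees of freedom), Benjamini-Hochberg adjusted over 12168 genes with a mean FPKM of at least 1. A gene whose drug response differs between the backgrounds therefore passes less easily. Simulated data held 50 genes changed at each of the log2 sizes 1, 1.5, 2 and 3. The BIX-01294 term recovered 42, 48, 50 and 50 of them, and made 23 false calls over all sizes. The rapamycin term recovered 37, 46, 49 and 49 with 17 false calls, and the siRNA term 42, 49, 50 and 50 with 19. For each term the false calls were a larger share of its calls than the adjusted p threshold sets. Genes said here to have risen or fallen may therefore hold more false calls than that threshold implies.

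Of 35 gene lists written before the files were read, 33 have at least 3 members with a mean FPKM of at least 1: p53 targets (named by the paper, of Fig. 5D, textbook, of arrest and repair, of apoptosis, of autophagy), autophagy genes of Fig. 3C, core autophagy, lysosome, cholesterol synthesis, fatty acid synthesis, ATF4 targets, endoplasmic reticulum stress, heat shock, immediate early genes, coenzyme A synthesis, amino sugars, glycolysis and hypoxia, G1/S, G2/M, interferon-stimulated genes, H3K9 methylation, SMYD family, epithelial markers, markers of other cell types, reference genes, respiratory chain, mitochondrial import, ribosomal proteins, mitochondrial ribosome, ZNF genes, histones and small noncoding RNAs. Of the germline list 2 members were detected, and of the mitochondrial genome none is in the files. The textbook and process lists come from general knowledge, and lists share members. For each, members called, members passing limma over all genes and over the list alone, the median change and its percentile among 10000 random lists of the same size matched on mean expression in 20 bins are given; the percentile describes these libraries only. Expected numbers in a group are the share of tested genes in it times the tested members of the list, not matched on GC content or expression.

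The 4 groups of genes changed by rapamycin were rebuilt by the 1.5-fold rule in place of the study's clustering: higher with rapamycin and not with BIX-01294, higher with both, lower with both, and lower with rapamycin and not with BIX-01294. The overlap of the drugs was set beside independent lists and beside 100 draws of libraries with no drug effect that share the mock library. Their noise was that of the limma fit. Genes named in the text are those the paper names for these libraries in its text and in Fig. 3C, 5D and 5E, the 10 highest and 10 lowest per drug and for the siRNA among genes with a mean FPKM of at least 5 that pass 1.5-fold in the same direction in every background or treatment, the 5 per direction whose response to BIX-01294 differs most between backgrounds, and up to 4 members per list by largest change; the values in the paper's tables had been seen. Other genes named, among them the groups' members and genes called out in a count, were chosen after their values were seen.

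Coordinates come from GENCODE 44 mapped to GRCh37, and GC content from its transcripts, found for 11496 of the 12168 genes (94.5%; 797 by an older symbol). siRNA sequences were searched in those transcripts with up to 3 mismatches. The GC trend was removed by dividing FPKM by a LOWESS trend (fraction 0.3) of each library against the mean library. Alternatives were a pseudocount of 0.1, no filter, an FPKM minimum of 5, median-ratio scaling, quantile normalization, no trend in eBayes, the 4 libraries of 1 drug and mock, leaving out each treatment's pair of libraries and no drug block, all set before the data were examined; the GC trend, libraries centred by their median over the genes of that trend, and protein-coding genes only were added after. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 did the rest. The western blots, quantitative PCR, 5-fluorouracil data and knockout lines were not analysed here.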

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

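The tests on near matches of the siRNA, on the removed GC trend and centred libraries, on the shared mock library and on the splits of the libraries were chosen after the results were seen; the depth and seed tests were set before theirs.

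The paper does not analyse siSMYD2.1 against siControl under rapamycin over all genes, where 2882 genes were called, against 1278 under mock. With the GC trend of each library removed, 1655 were called, against 1133 under mock, and the ratio went from 2.26 (2.3 with the libraries centred only) to 1.46, so uneven recovery of transcripts by GC content may account for much of the excess. A lower depth of the siSMYD2.1 rapamycin library would raise the excess among low genes, but at a mean FPKM of at least 50 the share called was 18.2% against 4.2%, a ratio of 4.38. A biological effect of the knockdown under rapamycin stays open and was not tested.

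Genes lower with both drugs in siControl cells numbered 343, against 255 with the libraries centred and 178 with the GC trend removed too, and the fall from 255 (1.43 times, 1.31 to 1.58 over genes drawn again) leaves open how far GC content adds to that overlap. Genes higher with both numbered 165, 221 with the libraries centred and 196 with the trend removed too (1.13 times, 1.03 to 1.24), with 160 of the 221 kept. Genes without a GC value cannot change between these settings, which draws both ratios toward 1. A value was found for 121 of the 165 genes higher with both and 293 of the 343 lower with both. Within that limit, the 1.13 argues against GC content as the main source of the genes higher with both. The shared mock library cannot be told apart from a common response: in the 2 pairs of comparisons with separate mock libraries 111 and 214 genes were lower in both, against 52.5 and 101.8 for independent lists, and the excess over that of opposite genes was 1.18 times (0.94 to 1.51) and 2.0 times (1.63 to 2.43), but 1.6 times (1.23 to 2.08) and 1.21 times (0.91 to 1.57) with the GC trend removed, so neither pair exceeds 1 by its range both ways. The ranges come from genes drawn again, which are not independent replicates, so they hold no variation between libraries. A response common to the drugs stays open.

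ADH5 has a log2 change of -2.97 for siSMYD2.1 against siControl, larger than that of SMYD2; the paper's Table E lists it and its text does not name it. Its transcript holds a stretch of 15 bases of the siRNA target that includes the seed site, the longest outside SMYD2 among 11477 transcripts (MIB1 follows with 14), so direct action of the siRNA is a candidate explanation. Near matches do not extend to the other lowered genes, since 0 of the 20 besides SMYD2 and ADH5 have a site with at most 3 mismatches. Genes with the 7-base seed site in the 3′ UTR were lower than other genes by a median of -0.122 at matched 3′ UTR length. Of 104 shuffled words 0% were lower. Their 5th and 95th percentiles were -0.067 and -0.027, so other words of the same bases also went with lower values. With the GC trend removed the seed difference was -0.071. It was -0.099 under mock, -0.062 under BIX-01294 and -0.236 under rapamycin, where the GC trend is strongest. In another set, the 20 lowered genes with an annotated 3′ UTR, 11 hold the site, ADH5 among them. Of all genes 11.3% hold it, a share not matched on 3′ UTR length. Seed effects of the guide strand on part of the lowered genes are a candidate explanation. Of the 10 splits of the libraries the real one gave the most calls, 60 genes. The other splits balanced by drug called 1, 1 and 2 genes. Those not balanced by drug, with up to 26 calls, in effect set siSMYD2.1 against siControl within a single treatment, so they are no reference for chance. The splits are too few for a share under 0.05, and an effect of lost SMYD2 on these genes stays open.

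At 1.5-fold, 132 genes with BIX-01294 and 99 with rapamycin were called in opposite directions in the backgrounds, against 183.2 and 58.4 for independent lists. In the same direction 704 and 206 were called. The difference between backgrounds was not tested. The 6 opposite genes given here are those among the genes named by the paper or by their rank for a drug or the siRNA. CHMP4A, a membrane fission protein of the ESCRT machinery, changed by -1.97 with rapamycin in siControl and by 0.70 in siSMYD2.1 cells. HIST1H1C, a linker histone, changed by -0.89 with BIX-01294 in siControl and by 0.73 in siSMYD2.1 cells. The other 4 are small RNAs that mRNA libraries hold unevenly: with BIX-01294 MIR3661 changed by -0.91 and 2.77, RNU6ATAC by 0.81 and -3.96 and SNORD15B by 5.12 and -3.14, and with rapamycin SNORD22 changed by -0.97 and 2.73, in siControl and siSMYD2.1 cells.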

How the results depend on the processing

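Removing the GC trend, centring the libraries without it and keeping protein-coding genes only were chosen after seeing the data. Over all genes, 1 called value changed sign under an alternative (with BIX-01294 in siSMYD2.1 cells, from 0.626 to 0.015 in size, with the GC trend removed), none was called in the other direction, and none of the limma calls changed sign. Among named genes, 39 values that were not called did, over 17 genes, the largest of them BBC3 with rapamycin in siControl cells (-0.35, and 0.086 with the GC trend removed). Where a count moved by more than 1.5 times, the cause was not tested, except that a higher FPKM minimum or no filter changes the genes tested and fewer libraries leave fewer degrees of freedom.

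With a pseudocount of 0.1, genes called went to 2256 for rapamycin in siControl, 2101 for rapamycin in siSMYD2.1 and 1972 for siSMYD2.1 against siControl under mock, the overlap of the drugs to 960, groups 1 to 3 to 566, 339 and 555, and limma calls to 398 for BIX-01294 and 136 for the siRNA. With an FPKM minimum of 5, calls were 1180 and 865 for BIX-01294 and rapamycin in siControl, 1921 and 638 in siSMYD2.1, 640 and 984 between the siRNAs under mock and BIX-01294, 284 in the overlap, 165, 64 and 211 in groups 1 to 3, and 551 and 272 in limma for BIX-01294 and the siRNA. With no filter the median of p53 targets with BIX-01294 was 0.24 and limma called 3, 3 and 1 genes for BIX-01294, rapamycin and the siRNA. Removing the GC trend gave 1655 genes between the siRNAs under rapamycin, 178 and 312 in groups 3 and 4, and 78 in limma for BIX-01294. Of the genes named here, 7SK, AMDHD2, CFD, CHAC1, DKK1, E2F1, HSPB1, IDI1, KLF6, LIG1, LPIN1, MRPS6, PANK3, PHGDH, PMAIP1, SCARA3, SDF2L1, SNORA43 and TNFRSF10A then no longer passed for BIX-01294, and HIST1H1C, HIST1H2AC and HIST1H2BD for the siRNA. Protein-coding genes only left 104 in group 2. Median-ratio scaling gave a median difference of 0.061 in the response of p53 targets (0.12 as reported), and centring the libraries gave 0.059 and a median of 0.424 with BIX-01294 in siControl cells (0.36 as reported).

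In limma, quantile normalization called 99 genes for BIX-01294 and 27 for the siRNA, no trend 8 and 5, and the 4 libraries of 1 drug and mock 5 for BIX-01294 and 10 for rapamycin. Leaving out 1 treatment's pair gave 3 to 11 genes for the siRNA (11 without mock, 7 without BIX-01294, 3 without rapamycin), and no drug block 3. ADH5 passed in all of these; SMYD2 did not pass without filter, without trend or with any pair left out. CDKN1A did not pass with no filter, no trend or 4 libraries (adjusted p from 0.0012 to 0.26 in limma over the alternatives). The main fit sets siSMYD2.1 against siControl within each treatment, the block left out above, where 60 genes were called. By replicate, no paired analysis was possible because the libraries carry no replicate number. The shallow BIX-01294 and rapamycin libraries of siSMYD2.1 cells limit what can be said of genes near an FPKM of 1.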

Differences from the paper's values

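For EGFR with BIX-01294 in siSMYD2.1 cells the log2 change is 0.82 here and 1.22 in the paper's Table F. With a pseudocount of 0.1, set before the data were examined, it is 1.06, which is within the margin; with no filter, an FPKM minimum of 5 or median-ratio scaling it is not. The direction is the same. This is 1 of 73 values compared with the paper's tables, over 43 genes that the paper names. Agreement over the full lists was looser. Of the matched genes in Tables B, C and E, 1641 of 1994, 1266 of 1577 and 1015 of 1304 were past 1.5-fold here in the paper's direction. For Tables F and G it was 1696 of 1995 and 1070 of 1402, with Tables B and F read in part. The correlation of the log2 changes ran from 0.745 (Table G) to 0.925 (Table F).

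The paper states that TP53I11 alone among its 7 named targets was repressed with BIX-01294. GADD45GIP1 was lower too here (-0.71 in siControl cells), and the paper's Table B has it at -0.77. TP53I11 was lower by less than 1.5-fold (-0.55; -0.59 in the paper's Table B), and it is past that fold here with a pseudocount of 0.1 (-0.59).

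The paper states that the p53 targets induced by BIX-01294 were raised further with SMYD2 knockdown. Its evidence also includes quantitative PCR of typical targets, and p21 in SMYD2 knockout cells with and without SMYD2 put back. Those experiments were not analysed here, and the values below come from single libraries. Of the 17 such genes of Fig. 5D, 12 were at a higher level here, in the paper's direction, 2 of them by 1.5-fold. The median difference over all 35 genes of Fig. 5D was 0.12, at percentile 81.6 of matched random lists. Of the 5 induced genes the text names 2 were at a higher level (CDKN1A and PMAIP1), and MDM2, TP53INP1 and TP53INP2 were not, with no difference reaching 1.5-fold. Of 11 in the textbook list 4 were at a higher level, 1 of them by 1.5-fold, and 2 were lower by 1.5-fold.

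The paper states, from its tables and quantitative PCR, that ATG9A increased with BIX-01294. The siControl cells gave the same result (2.5 to 9.35 in FPKM, log2 change 1.56, and 1.49 in the paper's Table B), so this is no difference. In siSMYD2.1 cells, which that statement does not cover, ATG9A was at 9.98 with mock and 11.2 with BIX-01294.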

Other observations

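The tests on p53 targets and on snoRNA host genes below were set before their results were seen; the patterns behind them came from the same data.

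With siSMYD2.1, an interferon-stimulated gene, MYC and some histone genes rose over the 3 treatments. IFI27, induced by interferon, went from an FPKM of 1.93 to 8.74 with mock, 4.12 to 25.3 with BIX-01294 and 0.91 to 12.1 with rapamycin (log2 change 2.29, adjusted p = 0.0066 from limma), and was the 1 of 19 detected interferon-stimulated genes to pass (1 adjusted over the list alone); their median under mock is at percentile 3.48 of matched random lists, and with BIX-01294 against mock in siControl cells it was -0.01. MYC, the growth transcription factor, went from 104 to 170 under mock (0.80, adjusted p = 0.036 from limma), and TFAP4, a MYC target, from 11.1 to 27.3 (1.14, adjusted p = 0.014 from limma). Of 12 histone genes, HIST1H1C, HIST1H2AC, HIST1H2BD and HIST1H2BK rose and none fell (7 and 1 adjusted over the list alone); with the GC trend removed, HIST1H2BK alone of these 4 still passed. CLDN7, a tight junction protein, rose among 9 epithelial markers (3 adjusted over the list alone), and S100A14, an epithelial calcium-binding protein, rose by 1.30 (adjusted p = 0.0091 from limma). INSIG1 rose among the sterol genes (5 adjusted over the list alone) and TRIB3 among the ATF4 targets (3). OGFR, a receptor for opioid growth factor, rose by 1.31 (adjusted p = 0.0081 from limma).

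Of 17 markers of fibroblasts, blood cells and endothelium, 6 were detected, at low levels. COL1A1, a fibrillar collagen, had an FPKM of 9.25 with mock in siControl cells and 12.9 in siSMYD2.1 cells, and 6.80 and 18.4 with BIX-01294. The median of the 6 for siSMYD2.1 against siControl was 0.38 under mock and 1.03 under BIX-01294 (5 higher), none passed in limma, and 3 rose when adjusted over the list alone. Of the 27 germline genes in the files, MAGEA3 and MAGEB2 were detected, at 66.8 and 153 with mock and 59.9 and 120 with BIX-01294 in siControl cells.

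A hypothesis was that the response to BIX-01294 in siSMYD2.1 cells was larger for p53 targets in particular. Against random lists matched on expression and on the mean response to BIX-01294, the median difference of the 54 textbook targets (0.118) was at percentile 27.8. The median of the random lists was 0.151. That mean includes the siSMYD2.1 response under test, so the matching can take out part of a gain. With expression alone matched, the percentile was 83.1 and the random median 0.065. A gain particular to p53 targets is not seen in these libraries by either matching, and a gain of some targets stays open.

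A second hypothesis was that host transcripts of small nucleolar RNAs other than GAS5 may be higher with BIX-01294 in general. The median of 18 such genes was 0.14 in siControl and 0.45 in siSMYD2.1 cells, and the lower of the percentiles among matched random lists was 99.9. With rapamycin the medians were -0.15 and -0.13, at percentiles 51.7 and 21.0. In limma 4 rose (SNHG5, SNHG7, ZFAS1 and EPB41L4A-AS1) and 1 fell with BIX-01294, and with the GC trend removed the medians were 0.15 and 0.39. These transcripts are known to be degraded during translation, so slower translation is a possible explanation, which these data do not test.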
